# Insights into the molecular mechanism of RGL2-mediated inhibition of seed germination in *Arabidopsis thaliana*

**DOI:** 10.1186/1471-2229-12-179

**Published:** 2012-10-04

**Authors:** Petra Stamm, Pratibha Ravindran, Bijayalaxmi Mohanty, Ee Ling Tan, Hao Yu, Prakash P Kumar

**Keywords:** RGL2, Seed germination, Dormancy, Gibberellins, DELLAs, *Arabidopsis* microarray

## Abstract

**Background:**

Seed germination is of immense significance for agriculture and has been studied for centuries. Yet, our understanding of the molecular mechanisms underlying regulation of dormancy and germination is still in its infancy. Gibberellins are the key phytohormones that promote germination, and the DELLA protein RGL2 is the main signalling intermediate involved in this response. Germination is completely inhibited if functional RGL2 is overexpressed and/or stabilized; however, the molecular mechanisms of RGL2 function are still largely unknown. We therefore attempted to shed light onto some of the genetic events downstream of RGL2.

**Results:**

Gene ontology of the transcriptome differentially regulated by RGL2, as well as extensive cross-comparison with other available microarray data indicates that RGL2-mediated inhibition of germination causes seeds to enter a state of dormancy. RGL2 also appears to differentially regulate a number of transcription factors, many of which are known to be involved in light- or phytohormone-mediated aspects of germination. A promoter analysis of differentially expressed genes identified an enrichment of several motifs that can be bound by specific transcription factors, for example GAMYB, ARF1, or Dof-type zinc fingers. We show that Dof-binding motifs indeed play a role in RGL2-mediated transcription. Using Chromatin Immunoprecipitation (ChIP), we show that RGL2 directly downregulates at least one cell wall modifying enzyme, which is predicted to constrain cell growth thereby leading to inhibition of seed germination.

**Conclusions:**

Our results reveal that RGL2 controls various aspects of germination. Through the repression of cell wall modifying enzymes, cell growth is directly constrained to inhibit germination. Furthermore, RGL2 likely interacts with various types of proteins to regulate transcription, and differentially regulates several transcription factors. Collectively, our data indicate that gibberellins, acting via RGL2, control several aspects of seed germination.

## Background

Gibberellins are phytohormones regulating growth and development throughout a plant’s life cycle; they are essential in processes such as stem elongation, floral development and seed germination [1-4]. The importance of gibberellins in these processes is most obvious in gibberellin-deficient mutants; *GIBBERELLIC ACID REQUIRING 1 (GA1)* encodes for the *ent*-kaurene synthetase A of the gibberellin biosynthetic pathway, *ga1* plants are therefore unable to synthesise gibberellins. These mutants are extremely dwarfed, male-sterile, and most importantly their seeds fail to germinate without exogenous gibberellin [5,6].

Significant progress has been made in recent years in elucidating the gibberellin signalling pathway [7,8]. The gibberellin signal is perceived by the soluble receptors GIBBERELLIN INSENSITIVE DWARF 1 (OsGID1 or OsGID1-like) [9,10]. *Arabidopsis* contains three GID1-like genes, *GID1a*, *GID1b* and *GID1c*[11]. The gibberellin-GID1 interaction triggers the degradation of DELLA proteins, the major negative regulators of gibberellin signalling, via the 26S proteasome pathway [12-15]. The gibberellin-specific F-box proteins OsGID2 and SLEEPY1 (AtSLY1) mediate this degradation [16-19].

DELLA proteins are a subfamily of the GRAS family of transcriptional regulators [20], named after their highly conserved N-terminal DELLA motif, which mediates gibberellin-responsiveness [21-23]. In *Arabidopsis*, there are five DELLA proteins: GIBBERELLIN INSENSITIVE (GAI), REPRESSOR OF *ga1-3* (RGA), RGA-like1 (RGL1), RGL2 and RGL3 [13,24-26]. Extensive genetic studies using various combinations of DELLA knock-out mutations have elucidated overlapping as well as distinct functions of each protein in repressing plant growth and development: RGA and GAI are the main repressors of stem elongation, whereas floral development is regulated by a combination of RGA, RGL1 and RGL2, and RGL2 is the key DELLA protein repressing seed germination [24,27-31].

However, the events downstream of DELLAs in the gibberellin-mediated regulation of growth and development are less well understood. Until recently, it was not clear how DELLA proteins repress gibberellin-mediated gene expression. Although they have been classified as transcriptional regulators, they do not have conserved DNA binding domains. A major break-through in understanding the molecular mechanism of DELLA-action was achieved when the direct interaction of DELLA proteins with PHYTOCHROME INTERACTING FACTOR 3 (PIF3) and PIF4 was shown [32,33]. Since then, the main mode of DELLAs in regulating transcription is thought to occur via the sequestering of transcription factors. Recently, the interaction in yeast with more members of the basic helix-loop-helix (bHLH) subfamily 15, namely PIF3-like 5 (PIL5), PIL2 and SPATULA (SPT) was shown; the authors thus hypothesised that DELLAs could interact with all members of this subfamily [34]. This further corroborates the conclusion that the main molecular mechanism of DELLA function is their interaction with transcription factors, which leads to the formation of inactive complexes [35]. This model has been further revised to show that DELLA proteins are also able to activate transcription by sequestration of inhibitors [36-38].

Here, we focus on gibberellin-mediated regulation of germination, in particular the molecular mechanism by which the DELLA protein RGL2 suppresses germination. Germination is a complex process of three phases, each being tightly regulated at various levels. Phase I describes the intake of water, during which the seed imbibes, whereas in phase II metabolic processes are re-initiated (also called germination *sensu stricto*), and in phase III the radicle emerges [39,40]. Seed germination is regulated by the balance of the two phytohormones abscisic acid and gibberellins, which inhibit and promote germination, respectively. Gibberellins function in late phase II of germination [41], a phase which is physiologically characterised mainly by post-imbibitional cell elongation in embryonic radicle and hypocotyl as well as endosperm weakening [42]. Gibberellins are therefore key players in the actual commitment of seeds to germination.

RGL2 is the major DELLA protein involved in repressing germination [25,31]. It performs this function, at least partly, through increasing abscisic acid biosynthesis as well as activities of ABI5 and ABI3 [43,44]. This has been further elucidated by Lee *et al.*[45], showing that RGL2 regulates abscisic acid release in the endosperm to control embryo growth. In fact, RGL2 has been identified as one of the genes to be involved in the regulation of seed germination at the phase II to phase III transition [46]. Despite all these findings, it remains unclear exactly how RGL2 suppresses this complex process of germination. Therefore, elucidation of the molecular mechanism of RGL2 function would not only allow us to gain a deeper understanding of gibberellin-mediated germination, but also enable us to manipulate details of germination, for example to prevent pre-harvest sprouting in crops, at the same time ensure full and synchronous germination upon sowing.

In this study, we show that RGL2 function causes seeds to enter a state of dormancy. Microarray analysis showed that RGL2 up-regulates several genes associated with dormant states of seeds. Enforcing dormancy is partly achieved by RGL2 directly inhibiting transcription of cell wall-modulating genes *ALPHA EXPANSIN3* (*EXPA3*) and *EXPA8*, by binding to their promoters, perhaps as a complex with as yet unidentified transcription factors. Thus, RGL2 directly affects cell growth. These data suggest that RGL2 inhibits seed germination both directly and indirectly.

## Results

### RGL2-mediated transcriptome in non-germinating seeds

In order to identify genes that are differentially regulated by RGL2 to repress germination, an oligonucleotide-based DNA microarray analysis (Agilent 60-mer gene expression microarray, 4x44k) was performed. 

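The comparison covered seeds of *ga1-3 rga-t2*, in which the gibberellin synthesis gene *GA1* and *RGA* are mutated, and seeds of *ga1-3 rga-t2 rgl2-1*, in which RGL2 is mutated as well. Seeds were imbibed for 5 days at 4°C, and each RNA isolation started from 50 mg of seeds that, according to the sample descriptions, had been after-ripened for 2 to 4 months. The deposited series summary instead places the measurement after the cold period, and the sample labels call the *ga1-3 rga-t2 rgl2-1* seeds germinating, so that the files leave the stage of the seeds in part open. RNA of 2 samples per genotype was labelled with 1 dye, and each sample was hybridised to an array of its own. All 4 arrays lay on 1 slide and were read in 1 scan, so that the position on the slide and the sample cannot be told apart. The authors' service provider quantified the spots with Agilent Feature Extraction, which corrects each array for spatial trends and background, and the signal intensities of 43603 non-control probes were deposited without normalisation between arrays. The authors also deposited log2 values that had been shifted to a percentile of each array and centred on each probe's median over the 4 arrays. Differences between arrays in these log2 values matched those of the intensities within 1e-04 for 43613 of 43661 probes. Between 26482 and 27385 probes per array were well above background by the quantification software's own criterion. The 75th percentile of the signal was 1144 and 1261 on the *ga1-3 rga-t2 rgl2-1* arrays and 1136 and 813 on the *ga1-3 rga-t2* arrays, which makes the second *ga1-3 rga-t2* array the dimmest. For the values reported beside the conclusions, the log2 intensity minus the array's 75th percentile over non-control probes was used as signal, and repeated spots of a probe were averaged. A signal of 0 is therefore the 75th percentile of an array. Genotypes were compared probe by probe with limma, whose test borrows information on the spread from all probes, and p-values were adjusted by the Benjamini-Hochberg method. Log2 fold changes are those of *ga1-3 rga-t2* over *ga1-3 rga-t2 rgl2-1*, so that a positive value means more transcript where RGL2 is intact. The test covered 26749 probes of 19541 genes, each well above background on both arrays of at least 1 genotype. Where a gene has several tested probes, the brightest is given unless another is named. Positions are those in the array files, which carry the *Arabidopsis* build of January 2004. The precision of every value is limited by the number of arrays, 2 per genotype.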

We compared the transcriptome of the *ga1-3 rga-t2* mutant seeds, which are unable to germinate, with that from *ga1-3 rga-t2 rgl2-1*, in which germination is rescued to near wild type levels (Figure 1). Our aim was to identify target genes specifically regulated by RGL2. We therefore chose seeds from both gibberellin-deficient as well as *RGA* knock-out backgrounds. With the gibberellin-deficient background we aimed to exclude gibberellin-mediated, DELLA-independent target genes [47]. The knock-out of *RGA* in both genotypes was meant to further narrow our results down to RGL2-specific targets, since RGA plays a minor, additive role in repressing seed germination [31]. RNA was obtained from seeds after imbibition for five days at 4°C. This cold treatment promotes as well as synchronises germination [41,48]. Hence, the RNA isolated from seeds treated in such a way should represent the steady-state transcriptomes of seeds poised for germination. 

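Between the replicate arrays of a genotype, Pearson's r of the log2 signal across the tested probes was 0.994 for *ga1-3 rga-t2 rgl2-1* and 0.993 for *ga1-3 rga-t2*, and between arrays of different genotypes it lay from 0.953 to 0.974. These correlations are across probes, which are not independent replicates. The first principal component separated the genotypes and held 86.2% of the variance, and the second held 8.20%. For 75.5% of the tested probes, both arrays of 1 genotype lay above both arrays of the other, where chance alone gives 33.3%. The median residual standard deviation of a probe was 0.14 log2 units. An exact permutation test on 2 arrays against 2 cannot give a two-sided p below 0.333.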

Two microarray replicates were performed for each genotype with independently obtained RNA. 

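*RGL2* (At3g03450) itself was read by a probe at 819669 to 819728 on chromosome 3, with a log2 signal of 3.21 ± 0.02 (SD, n = 2) in *ga1-3 rga-t2* and 0.05 ± 0.02 (SD, n = 2) in *ga1-3 rga-t2 rgl2-1*. Its log2 fold change was 3.17 (standard error 0.12, adjusted p = 0.000518), with both *ga1-3 rga-t2* arrays above both *ga1-3 rga-t2 rgl2-1* arrays. Another *RGL2* probe, at 820973 to 821032, gave a log2 fold change of 2.74. Where these probes lie relative to the *rgl2-1* lesion is not given in the array files. Among all tested probes, 8843 (33.1%) had an adjusted p under 0.05, 4325 of them higher and 4518 lower in *ga1-3 rga-t2*. Of these, 2945 differed at least 2-fold in the genotype means, 1254 being higher (1111 genes) and 1691 lower (1477 genes). The share of significant probes that were higher was 48.9%, and it was 59.8% when arrays were scaled to their medians. The alternatives that moved the count most were a normexp background correction, which left 1 probe with an adjusted p under 0.05 and 4949 with an unadjusted p under 0.05, and an unmoderated per-probe test, which takes each probe's own spread and left 0 after adjustment and 7492 before it. The smallest adjusted p was 6.48e-05 with limma and 0.0813 with the unmoderated test.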

We applied stringent analysis criteria, referring to genes as being RGL2-up-regulated (RGL2-UP) or RGL2-down-regulated (RGL2-DOWN), only if in both hybridisations the signal ratio of *ga1-3 rga-t2* to *ga1-3 rga-t2 rgl2-1* was equal to or more than 2-fold different, with a p-value cut-off at 0.01. 

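Requiring each *ga1-3 rga-t2* array to differ at least 2-fold from the mean over both *ga1-3 rga-t2 rgl2-1* arrays, together with an unadjusted limma p of 0.01 or less, 912 probes of 808 genes were higher and 1223 probes of 1086 genes were lower in *ga1-3 rga-t2*. The fold requirement alone was met by 941 probes that were higher and 1241 that were lower, and at an unadjusted p of 0.01, 267 probes are expected by chance. With the p taken from the unmoderated per-probe test, 298 probes were higher and 406 were lower. Of the alternatives, the normexp background correction gave the fewest in sum, 342 and 293. The largest increase among probes well above background on all arrays was that of AT1G67105, annotated in the array files as other RNA, at 25061575 to 25061634 on chromosome 1, with a log2 fold change of 9.79. It was followed by the transcript TA25943_3702 (5.57), the potassium transporter gene *HAK5* (4.72), the transposable element gene *SADHU3-2* (3.17) and *RGL2*. The largest decreases were those of ribosomal RNA, read by a pair of AT2G01010 probes (-5.24 and -4.47), *XTR8*, annotated as a xyloglucan xyloglucosyl transferase gene (-4.48), the fatty acid desaturase gene At1g06360 (-4.23) and the auxin-responsive gene At4g34790 (-4.20). Probes below background in 1 genotype allow only a bound. For them the difference was at least 78.5-fold for AK221330, 41.8-fold for EF183252 and 35.1-fold for the transposable element gene AT2G14843, all higher in *ga1-3 rga-t2*. The largest bounds among probes lower in *ga1-3 rga-t2* were 12.7-fold for the GDSL lipase gene At4g26790, 12.1-fold for At1g49470 and 10.4-fold for At1g62190. The plot of genotype means shows all tested probes.

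**Figure D1:**
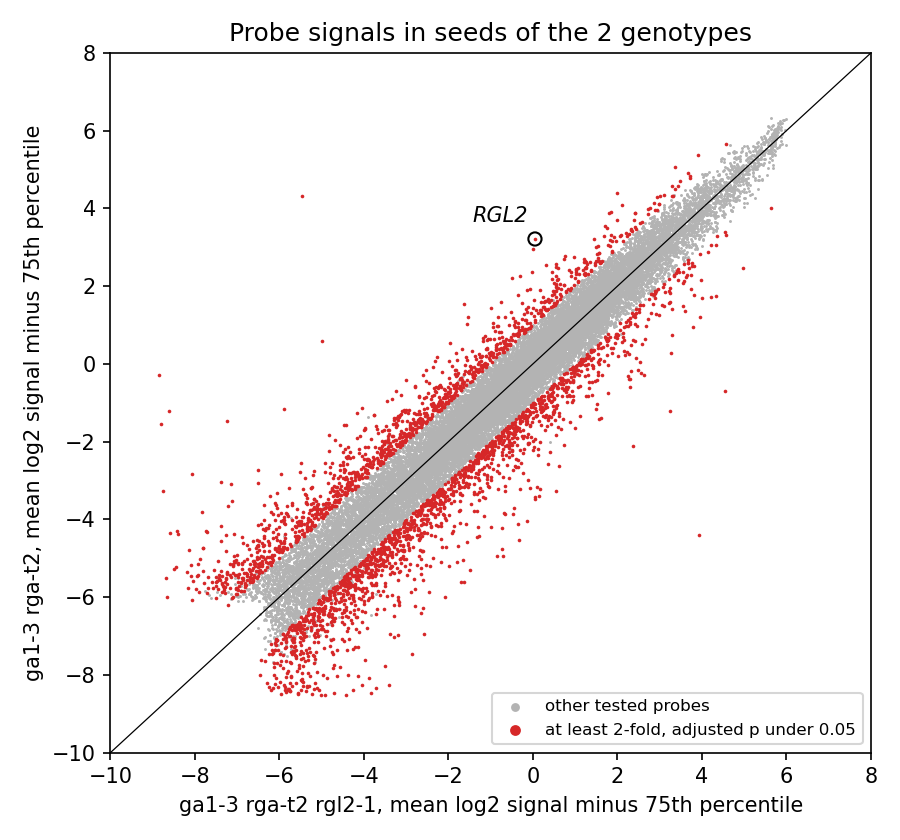
Mean log2 signal of each tested probe (minus the array's 75th percentile, n = 2 arrays per genotype), with *ga1-3 rga-t2 rgl2-1* on the x axis and *ga1-3 rga-t2* on the y axis. Red points are the 2945 probes at least 2-fold different with an adjusted p under 0.05, 1254 above and 1691 below the diagonal, and the circle marks *RGL2*.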

Using these criteria, we identified 607 genes as putative RGL2-regulated genes, 253 being up-regulated (RGL2-UP) and 355 being down-regulated (RGL2-DOWN) (Additional file 1). 

**Figure 1:**
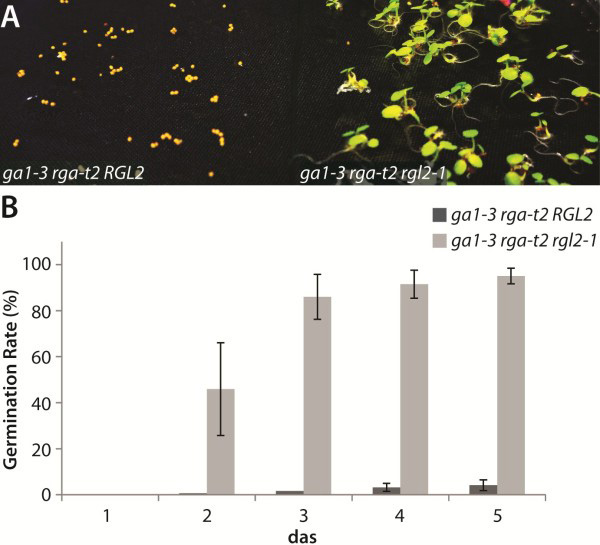
**A mutation in RGL2 can rescue the non-germinating phenotype of the gibberellin-deficient mutant.** Seeds of the double mutant *ga1-3 rga-t2* fail to germinate, due to stabilised RGL2, whereas the mutation of RGL2 in the triple mutant *ga1-3 rga-t2 rgl2-1* rescues germination to near wild-type levels. Germination rate was determined over a period of five days following stratification of seeds at 4°C for five days. Error bars indicated SD of three biological replicates. Seeds were deemed germinated when the radicle had visibly emerged from the seed coat. Pictures are representative of seeds/seedlings five days after imbibition.

To further understand events during the RGL2-mediated arrest in germination, and to eliminate secondary effects of the germination arrest, we classified our gene lists by gene ontology (GO) ( http://www.arabidopsis.org/tools/bulk/go/index.jsp and http://bioinfo.cau.edu.cn/agriGO/index.php) (Additional file 2). In our data, 350 and 249 of down- and up-regulated genes, respectively, were annotated. As expected, transcripts related to post-embryonic morphogenesis were significantly (p<0.01) enriched in RGL2-DOWN. 

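The functional terms used for the gene lists cannot be rebuilt from the deposited files, and words in the array files' gene descriptions were used to form gene families in their place. A family was tested with limma's camera, with 1 probe per gene and adjustment over 15 families, against all other tested genes. Families that stand for terms the paper reports were chosen after those terms, which came from the same samples. Their p-values are therefore not independent evidence for these terms. The 114 cell wall genes, comprising expansin, extensin, xyloglucan, pectinesterase and polygalacturonase genes, had a mean log2 fold change of -0.53 (adjusted p = 0.00185), with 70 genes lower and 44 higher in *ga1-3 rga-t2*. Of these, 29 were at least 2-fold lower and 8 at least 2-fold higher with an adjusted p under 0.05, and with p adjusted over the list alone these counts were 30 and 8. Additional file 1, which was drawn from the same samples and is not independent evidence, lists 18 of them in RGL2-DOWN and 4 in RGL2-UP. The 16 expansin genes among them had a mean log2 fold change of -0.89 (adjusted p = 0.00219), with 11 lower and 5 higher. At least 2-fold lower were 8 expansin genes, whether p was adjusted over all probes or adjusted over the list alone. The alternative that moved the cell wall family most was to test dim probes too, which gave a mean of -0.01 (adjusted p = 0.686, over a range of 0.00011 to 0.686), and the expansin mean was then -0.16. That alternative raised the median log2 fold change of all probes by 0.160, and the normexp background correction raised it by 0.176. Each of 8 families was significant by camera, namely cell wall, expansin, GDSL lipase and carboxylesterase, serine carboxypeptidase, UDP-glucosyl transferase, heat shock protein, tubulin and ribosomal protein. All 8 were also significant by fry, and none of the 8 was with the correlation between genes estimated from the arrays (adjusted p = 0.489 for each).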

In accordance with that, GO terms related to cellular components ‘plasma membrane’ and ‘plant-type cell wall’ were significantly enriched. We further found a significant over-representation of the molecular function terms ‘hydrolase activity’, ‘carboxylesterase activity’ (p<0.05) and ‘serine-type carboxypeptidase activity’ (p<0.01). 

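Genes annotated as GDSL-motif lipases or carboxylesterases numbered 46, with a mean log2 fold change of -0.65 (camera adjusted p = 0.000171). The mean was -0.20 when dim probes were tested too (adjusted p = 0.0448) and -0.19 with normexp background correction, while the adjusted p of all alternatives lay between 2.06e-05 and 0.489. Replacing high local backgrounds before the normexp correction, an alternative chosen after the data were seen, gave a mean of -0.37. Of these, 37 were lower and 9 higher in *ga1-3 rga-t2*, and at least 2-fold lower with an adjusted p under 0.05 were 12, also when adjusted over the list alone, while 1 was at least 2-fold higher by either adjustment. The 29 serine carboxypeptidase genes had a mean of -0.60 and a median of -0.27 (adjusted p = 0.00878), with 18 lower and 11 higher. In this family 7 genes were at least 2-fold lower, both over all probes and adjusted over the list alone, and 1 was at least 2-fold higher. With dim probes tested as well, the mean of the serine carboxypeptidase genes was -0.24 and no longer significant (adjusted p = 0.125, over a range of 0.00167 to 0.489). RGL2-DOWN lists 7 genes of each family, while RGL2-UP lists 1 serine carboxypeptidase gene and 0 GDSL lipase or carboxylesterase genes. The plot of the families gives the value of every gene.

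**Figure D2:**
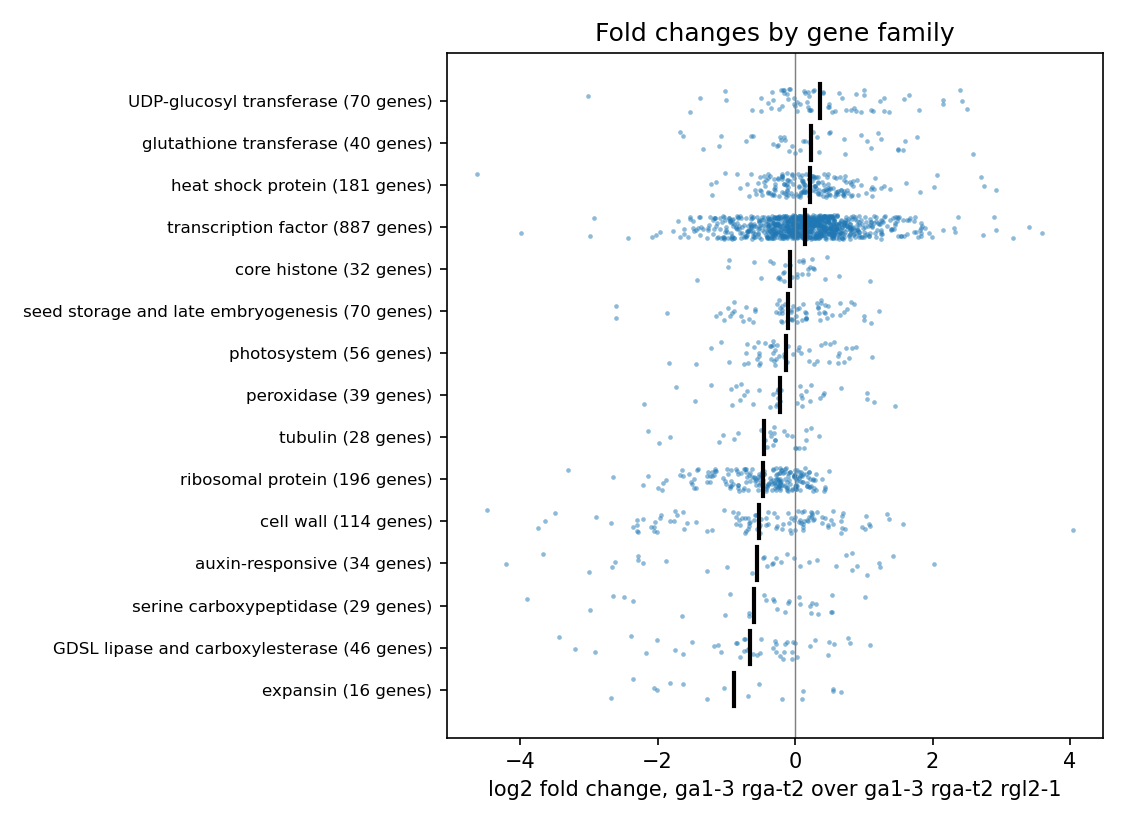
Log2 fold change (*ga1-3 rga-t2* over *ga1-3 rga-t2 rgl2-1*, genotype means of n = 2 arrays) of each gene in the families, where each dot is a gene and the black bar is the family mean. The ribosomal protein mean lies at -0.47. The means of peroxidase, auxin-responsive, photosystem, core histone and seed storage genes, all below 0 here, change sign under normexp background correction. With high local backgrounds replaced before that correction, an alternative chosen after the data were seen, only the seed storage mean is above 0 (0.02).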

The predominant functional themes in RGL2-UP were related to responses to various exogenous and endogenous cues; GO terms ‘response to oxidative stress’, ‘response to abiotic stimulus’, ‘toxin catabolic processes’ and ‘response to gibberellin’ were significantly enriched (p<0.01). 

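No gene family can stand for a response term as a whole, and only related families were tested. The 181 genes annotated with heat shock had a mean log2 fold change of 0.22 (camera adjusted p = 0.0124), 116 being higher and 65 lower in *ga1-3 rga-t2*. At least 2-fold higher with an adjusted p under 0.05 were 16 of them and at least 2-fold lower 5, with the same counts adjusted over the list alone. With dim probes tested as well, the mean was 0.23 without significance (adjusted p = 0.168, over a range of 0.00774 to 0.489). RGL2-UP lists 9 heat shock genes and RGL2-DOWN 2. The 39 peroxidase genes had a mean of -0.22 (adjusted p = 0.132), which changed sign to 0.06 under normexp background correction and to 0.01 with dim probes tested. It was -0.09 when high local backgrounds were replaced before the normexp correction, an alternative chosen after the data were seen. With the mean of all probes of a gene the peroxidase genes were significantly lower (-0.31, adjusted p = 0.0412, over a range of 0.0412 to 0.686). Of the peroxidase genes 16 were higher and 23 lower, and 4 were at least 2-fold different in each direction, also when adjusted over the list alone.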

With respect to molecular functions, we found a significant (p<0.01) enrichment of genes assigned ‘glutathione transferase activity’ and ‘UDP-glucosyl transferase activity’. Furthermore, 33 genes (13%) were found in the ‘transcription factor activity’ category. These include several uncharacterised transcription factors containing MYB, basic helix-loop-helix (bHLH) or AP2 domains, as well as the Homeodomain-Leucine-zipper (HD-Zip) genes *ATHB4* and *ATHB7*, *MYB111*, *WUSCHEL-related homeobox 2* (*WOX2*) and *WRKY40*, among others. Furthermore, several hormone pathways seem to be affected; genes involved in the response to salicylic acid and gibberellins are significantly enriched in the up-regulated genes, whereas the response to auxin appears as an enriched term in down-regulated genes. Also, many of the up-regulated transcription factors appear to be either responsive to or modulate responses to the phytohormones abscisic acid, ethylene, salicylic acid, brassinosteroids and gibberellins.

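The 70 genes grouped as UDP-glucosyl transferases by words in their descriptions had a mean log2 fold change of 0.37 (camera adjusted p = 0.00833). Of these, 45 were higher and 25 lower in *ga1-3 rga-t2*. The word match does not check enzyme activity, and the set is not that of the paper's term. In this family 16 genes were at least 2-fold higher with an adjusted p under 0.05 and 5 at least 2-fold lower, and the counts were the same adjusted over the list alone. Testing dim probes too gave a mean of 0.33 (adjusted p = 0.0784, over a range of 0.00157 to 0.489). For the 40 glutathione transferase genes the mean was 0.24 and the median 0.13 (adjusted p = 0.234), with 23 higher and 17 lower. By fry, which tests the family without reference to other genes, the adjusted p of this family was 0.0196, and over all alternatives it lay between 0.0196 and 0.81. At least 2-fold higher were 10 glutathione transferase genes and at least 2-fold lower 5, over all probes and adjusted over the list alone. RGL2-UP holds 5 glutathione transferase and 7 UDP-glucosyl transferase genes, and RGL2-DOWN holds 2 of each.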

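Descriptions of 887 tested genes, 4.54% of all tested genes, contain the words transcription factor. By this definition 28 genes (11.0%) of RGL2-UP and 23 genes (6.35%) of RGL2-DOWN were transcription factor genes. All 887 together had a mean log2 fold change of 0.14 (camera adjusted p = 0.0654), 545 being higher and 342 lower in *ga1-3 rga-t2*. This mean was significant under normexp background correction (0.27, adjusted p = 0.0412) and with trend and robust options in limma (adjusted p = 0.0477). It was also significant without the first *ga1-3 rga-t2 rgl2-1* array (adjusted p = 0.0238) or without the first *ga1-3 rga-t2* array (adjusted p = 0.0316), and over all alternatives the adjusted p lay between 0.0238 and 0.615.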

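For *ATHB4* (At2g44910), at 18524963 to 18525022 on chromosome 2, the log2 signal was -0.04 ± 0.08 (SD, n = 2) in *ga1-3 rga-t2* and -1.18 ± 0.05 (SD, n = 2) in *ga1-3 rga-t2 rgl2-1*. Its log2 fold change was 1.15 (standard error 0.13, adjusted p = 0.00453), and 1.25 at the probe that Additional file 1 lists. *ATHB7* (At2g46680, 19172854 to 19172913 on the same chromosome) reached 1.92 ± 0.10 against 0.67 ± 0.03, a log2 fold change of 1.25 (standard error 0.13, adjusted p = 0.00381). *MYB111* (At5g49330, chromosome 5, 20016383 to 20016442) gave a log2 signal of -2.78 ± 0.13 against -4.26 ± 0.05 and differed by 1.48 (standard error 0.14, adjusted p = 0.00269). The array files give the name MYB111 also to At3g46130, which was not above background. *WOX2* (At5g59340, chromosome 5, 23950655 to 23950714) gave -0.66 ± 0.09 against -2.11 ± 0.13, a log2 fold change of 1.46 (standard error 0.14, adjusted p = 0.00312). *WRKY40* (At1g80840, chromosome 1, 30390030 to 30390089) had a signal of -2.87 ± 0.03 against -4.14 ± 0.14, with a log2 fold change of 1.27 (standard error 0.14, adjusted p = 0.00409). Its other probe gave 1.04 (adjusted p = 0.0499). For each of these genes both *ga1-3 rga-t2* arrays lay above both *ga1-3 rga-t2 rgl2-1* arrays. With dim probes tested as well, the adjusted p was 0.0534 for *ATHB4*, 0.0512 for *ATHB7* and 0.053 for *WRKY40*, and over all alternatives it lay between 0.000364 and 0.173, 6.63e-05 and 0.171, and 0.000717 and 0.193. Of 42 tested genes on the list of named genes, 28 had an adjusted p under 0.05, 17 being higher and 11 lower, and 30 when adjusted over the list alone, which is not independent evidence, since part of them were chosen in the study on these samples. Every one of the 28 lost significance with the normexp background correction and with the unmoderated per-probe test. When high local backgrounds were replaced before the normexp correction, an alternative chosen after the data were seen, only *GID1a* lost it.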

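The 34 genes annotated as auxin-responsive had a mean log2 fold change of -0.55 and a median of -0.30 (camera adjusted p = 0.132), with a mean of 0.21 under normexp background correction. That mean was -0.02 when high local backgrounds were replaced before the correction, an alternative chosen after the data were seen. With only probes above background on all 4 arrays the mean was -0.10 (adjusted p = 0.94). Of these, 21 were lower and 13 higher in *ga1-3 rga-t2*. At least 2-fold lower with an adjusted p under 0.05 were 8 genes, or 10 when adjusted over the list alone, and at least 2-fold higher were 5 by either adjustment. The family was significant by fry (adjusted p = 0.0158) and without the second *ga1-3 rga-t2* array (-0.47, adjusted p = 0.0382), over a range of 0.0158 to 0.94. RGL2-DOWN lists 3 and RGL2-UP 2 auxin-responsive genes.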

### RGL2-mediated transcriptome overlaps with transcriptomes of dormant wild-type seeds

Since germination is a complex process mediated by a vast number of cues, a large number of differentially regulated genes likely represent secondary responses due to the arrest of germination, rather than a direct effect of RGL2 function. We therefore aimed to narrow down our gene lists by performing cross-comparisons with other available microarray data related to seeds, germination, gibberellins and DELLA proteins. One data set, generated by Cao *et al.*[47], contains gene expression profiles of germinating seeds and developing flowers, respectively, of wild type cv. Landsberg *erecta* (L*er*), *ga1-3*, and the *ga1-3 rga gai rgl1 rgl2* quintuple mutant, identifying both DELLA-dependent as well as DELLA-independent or partially dependent genes. Another study identified direct target genes of RGA in seedling shoots [49]. We also compared our data with the list of differentially regulated genes in seeds of the *comatose* (*cts-1*) mutant, compared to dormant (D) and after-ripened (AR) seeds of wild type cv. Landsberg *erecta* (L*er*) [50]. *COMATOSE* (*CTS*) encodes for a peroxisomal ATP binding cassette transporter, which is required for seedling establishment and survival just before radicle protrusion, downstream of RGL2; thus, *cts-1* mutant seeds remain “forever dormant”. Lastly, *PHYTOCHROME INTERACTING FACTOR 3-LIKE5* (*PIL5*), encoding for a bHLH transcription factor, is a key negative regulator of germination [51], and directly interacts with DELLA proteins [34]. Therefore, we also compared our data set with direct target genes of PIL5 that were identified by both Chromatin Immunoprecipitation-chip (ChIP-chip) and microarray data [52].

Despite various differences between these data sets, most importantly the experimental set-up (Affymetrix ATH1 vs. Agilent 4x44k array), we observed a considerable overlap of gene expression profiles (Additional file 3). Of our RGL2-UP list, 89 genes (35%) overlap with at least one of these data sets, 58 of which are up-regulated in dormant seeds as identified by Carrera *et al.*[50], whereas 146 genes are unique for our data. Likewise, 177 genes (50%) of RGL2-DOWN genes were identified in at least one other data set, 110 of which are down-regulated in dormant seeds [50], with 177 genes being unique for our experiment. This not only validates the quality of our data, but also indicates the physiological state in which seeds appear to be arrested due to RGL2 action. 

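Additional file 3 marks 100 RGL2-UP loci with an overlap, and each was higher in *ga1-3 rga-t2*. All 100 had an adjusted p under 0.05, over all probes and adjusted over the list alone, and 97 were at least 2-fold higher, with a median log2 fold change of 1.38. The list was chosen in the study on these samples and is not independent evidence. Of the 58 loci marked as up-regulated in dormant seeds, 57 were at least 2-fold higher and 58 had an adjusted p under 0.05, by either adjustment, with a median of 1.34. Of the alternatives, quantile normalisation and the test of dim probes were run on these tallies, and the latter left 54 of the 100 loci with an adjusted p under 0.05.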

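For RGL2-DOWN, Additional file 3 marks 181 loci, all of them lower in *ga1-3 rga-t2*. At least 2-fold lower were 168, and 178 had an adjusted p under 0.05, or 180 when adjusted over the list alone, which was again chosen on these samples. Their median log2 fold change was -1.75. Among the 110 loci marked as down-regulated in dormant seeds, 100 were at least 2-fold lower and 108 had an adjusted p under 0.05, or 109 when adjusted over the list alone, with a median of -1.82.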

Twelve of the genes that have been identified as direct target genes of PIL5 [52] can also be found in our data (six genes in RGL2-UP, six in RGL2-DOWN). 

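All 6 PIL5 target genes in RGL2-UP were higher and all 6 in RGL2-DOWN were lower in *ga1-3 rga-t2*, each with an adjusted p under 0.05, over all probes and adjusted over the list alone. At least 2-fold different were 5 in each list. Both lists were chosen on these samples, so direction and significance are not independent evidence. The median log2 fold change was 1.56 for those in RGL2-UP and -1.70 for those in RGL2-DOWN. With dim probes tested as well, an adjusted p under 0.05 was reached by 3 and 4 of them. *PIL5* (At2g20180) itself had a log2 fold change of -0.12 (adjusted p = 0.5), and its other probe gave -0.21.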

In total, we found 75 and 17 down- and up-regulated genes, respectively, that were identified as DELLA-dependent transcripts in seeds [47]. 

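Of the 17 RGL2-UP genes marked as DELLA-dependent in seeds, 16 were at least 2-fold higher in *ga1-3 rga-t2*, with a median log2 fold change of 1.30. Of the 75 such genes in RGL2-DOWN, 73 were at least 2-fold lower, with a median of -1.91. Each of these genes had an adjusted p under 0.05, also when adjusted over the list alone, but the list rests on the same samples. Testing dim probes too left 8 of the 17 and 59 of the 75 below that threshold. As DELLA-independent in seeds, 12 genes are marked in RGL2-UP and 26 in RGL2-DOWN.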

Interestingly, some of these (three genes in RGL2-UP, six genes in RGL2-DOWN) appear to be DELLA targets in both flower buds and seeds. Thus, these genes likely represent direct targets of RGL2. 

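The RGL2-UP genes in question were At2g45210, *HIS1-3* (At2g18050) with a log2 fold change of 1.96 (adjusted p = 0.0015), and *DDB1B* (At4g21100) with 1.30 (adjusted p = 0.00322). A less bright probe of *HIS1-3* gave 1.59. Those in RGL2-DOWN were *EXPA8*, *CP1*, *SCPL51* (At2g27920) with -3.90 (adjusted p = 0.000425), the putative gibberellin-responsive gene At1g74670 with -2.55 (adjusted p = 0.00151), the GDSL lipase family gene At4g18970 with -2.01 (adjusted p = 0.00116) and *ARA1* (At4g16130) with -1.32 (adjusted p = 0.00314). The other *SCPL51* probe gave -3.41. For each gene, both arrays of *ga1-3 rga-t2* lay on the same side of both arrays of *ga1-3 rga-t2 rgl2-1*. All 3 and all 6 genes had an adjusted p under 0.05 over all probes and adjusted over the list alone. They were taken from lists made on these samples, which is not independent evidence.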

Lastly, three of the genes directly targeted by RGA in seedling shoots [49] can also be found in our data, including *GIBBERELLIN 20-OXIDASE* (*GA20ox*) and *GIBBERELLIN INSENSITIVE DWARF1b* (*GID1b*). 

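The gibberellin 20-oxidase gene listed in Additional file 1 is *GA20ox2* (At5g51810), at 21072639 to 21072698 on chromosome 5. Its log2 signal was 3.18 ± 0.00352 (SD, n = 2) in *ga1-3 rga-t2* and 1.82 ± 0.07 (SD, n = 2) in *ga1-3 rga-t2 rgl2-1*, a log2 fold change of 1.35 (standard error 0.13, adjusted p = 0.00288). *GID1b* (At3g63010, chromosome 3, 23302200 to 23302259) had a signal of -1.18 ± 0.06 in *ga1-3 rga-t2* and an SD of 0.23 between the *ga1-3 rga-t2 rgl2-1* arrays, with a log2 fold change of 1.82 (standard error 0.16, adjusted p = 0.00241). The *GID1b* probe in Additional file 1 gave 1.97. Both arrays of *ga1-3 rga-t2* were above both arrays of *ga1-3 rga-t2 rgl2-1* for either gene.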

We therefore determined the expression levels of some of the genes that are likely direct targets of RGL2 in imbibed seeds of *ga1-3 rga-t2* and *ga1-3 rga-t2 rgl2-1* (Figure 2). The as yet uncharacterised gene *At2g45210* of the *SMALL AUXIN UPREGULATED RNA* (*SAUR*)-family, which appears to be a DELLA target gene in both flowers and seeds, is expressed at much higher levels in imbibed seeds of the *ga1-3 rga-t2* mutant, indicating that it could be up-regulated by RGL2. We also confirmed the expression of the PIL5 target gene *ALPHA EXPANSIN 8* (*AtEXPA8*) and the related *AtEXPA3*, as well as the DNA-binding with one finger (Dof)-type transcription factor *Dof2.1*, all of which are down-regulated in the presence of RGL2. The observed expression levels are consistent with our microarray data, which further supports the hypothesis that these genes could be directly regulated by RGL2. 

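On the arrays, At2g45210 (chromosome 2, 18649295 to 18649354) had a log2 signal of 1.89 ± 0.02 (SD, n = 2) in *ga1-3 rga-t2* and -0.13 ± 0.05 (SD, n = 2) in *ga1-3 rga-t2 rgl2-1*. The log2 fold change was 2.02 (standard error 0.13, adjusted p = 0.00105). *EXPA8* (At2g40610, chromosome 2, 16956168 to 16956227) gave -0.39 ± 0.04 against 2.29 ± 0.08, a log2 fold change of -2.68 (standard error 0.13, adjusted p = 0.000768). Its other probes gave -2.65 and, with a signal below background in *ga1-3 rga-t2*, a difference of at least 3.98-fold. *EXPA3* (At2g37640, chromosome 2, 15795312 to 15795371) gave 0.64 ± 0.09 against 2.65 ± 0.05, a log2 fold change of -2.01 (standard error 0.13, adjusted p = 0.00111), and its other probe gave -2.47. *Dof2.1* (At2g28510, chromosome 2, 12206462 to 12206521) gave 0.62 ± 0.28 against 2.15 ± 0.20, a log2 fold change of -1.53 (standard error 0.19, adjusted p = 0.00588). *Dof2.1* is not in Additional file 1, and with dim probes tested its adjusted p was 0.0623, over a range of 6.6e-05 to 0.168. For all these genes both arrays of *ga1-3 rga-t2* lay on the same side of both arrays of *ga1-3 rga-t2 rgl2-1*. The plot of named genes gives the arrays one by one.

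**Figure D3:**
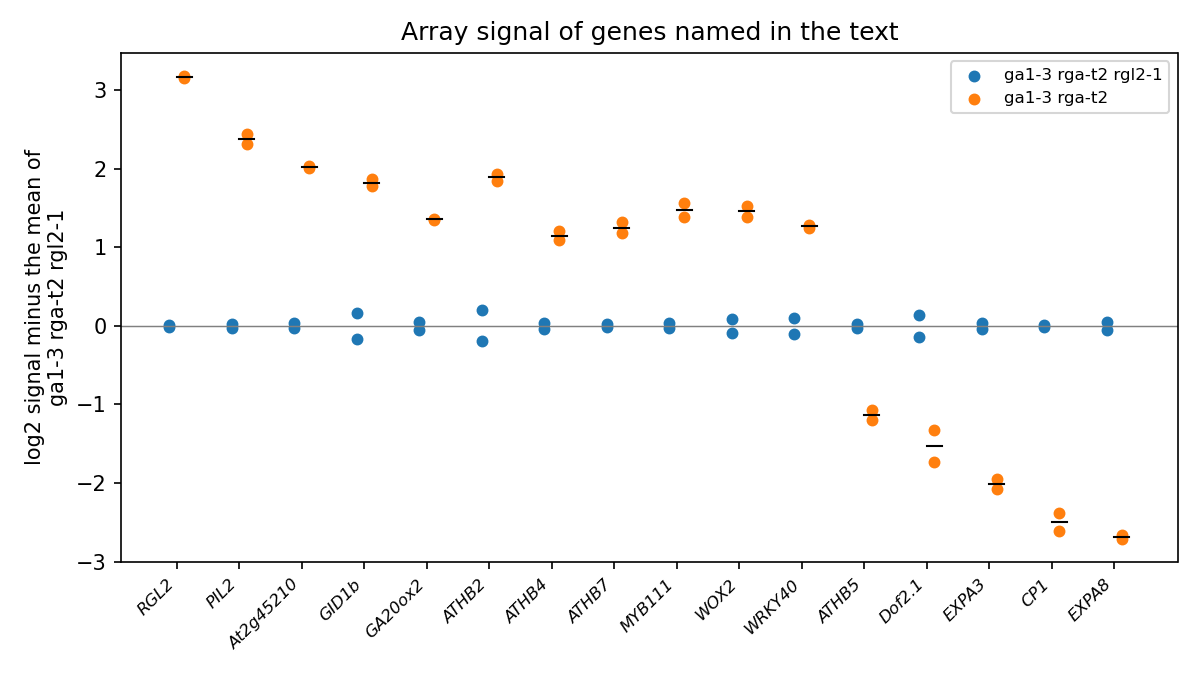
Log2 signal of 16 named genes on each array, relative to the mean of *ga1-3 rga-t2 rgl2-1*, where each dot is an array (n = 2 per genotype) and the bar is the genotype mean. In *ga1-3 rga-t2*, *RGL2* lies 3.17 above and *EXPA8* 2.68 below the mean of *ga1-3 rga-t2 rgl2-1*.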

**Figure 2:**
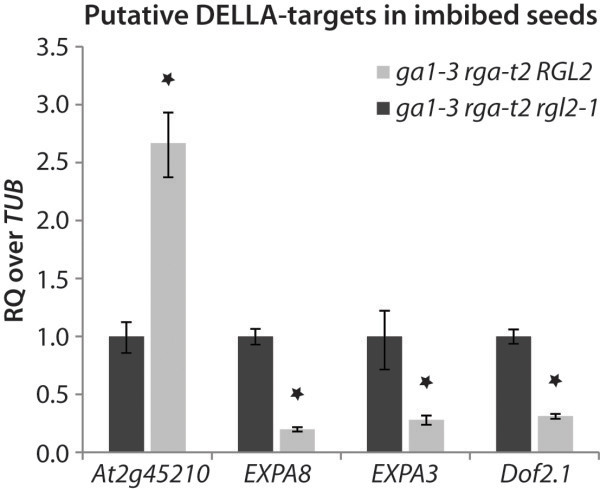
**Relative expression levels of known DELLA target genes in seeds.** Seeds were stratified in water, and RNA was extracted after five days. Expression levels of known DELLA-targets were determined by qRT-PCR in imbibed seeds of *ga1-3 rga*, relative to *Tubulin (TUB*), and compared to *ga1-3 rga rgl2-1*. Asterisks indicate a significant difference in expression levels (p<0.05). RQ = relative quantity of transcript.

### Several cis-elements are abundant in promoters of RGL2-regulated genes

We further analysed our data, aiming to understand how transcriptional regulation by RGL2 is coordinated. For this, we identified motifs that are over-represented in the promoter regions of differentially regulated genes. Promoter regions (−1,000 to +200) of the RGL2-regulated genes, were used for *ab initio* detection of putative cis-elements using the Dragon Motif Builder algorithms. Motifs with occurrences of 20% or higher were matched with known promoter elements in the TRANSFAC, PLACE and AGRIS databases. This way, we identified 14 motifs in promoters of up-regulated (Table 1) and nine in promoters of down-regulated genes (Table 2). In promoters of both RGL2-UP and RGL2-DOWN genes, gibberellin response element (GARE)-like motifs, which are associated with GAMYB-type transcription factors, are the most significantly enriched motifs. Furthermore, motifs associated with the auxin signalling intermediate *AUXIN RESPONSE FACTOR1* (*ARF1*) are significantly enriched in promoters of up-regulated genes, with three out of the 14 motifs detected belonging to this category. Interestingly, three out of the 14 motifs detected in RGL2-UP are associated with transcription factors of the Dof-type (‘DNA-binding with one finger’), two of which (AAAAG element and TAAAG element) are present in more than 35% of the promoters analysed.

**Table 1:** Cis-elements enriched in promoters of RGL2-up-regulated genes

**Consensus sequence**	**Putative cis-element**^**1**^	**Associated type of transcription factor**	**%**^**2**^	**TIC**^**3**^	**e-value**
TTTTTCAA	Pyrimidine box-like / PE1/AT-hook element-like / GT element-like	GAMYB / PF1, GT1 / GT3b	46	14.53	2e-005
AAAAAAAAAG	AAAAG element / PE1/AT-hook element-like	Dof1, Dof4, Dof11, Dof16 / PF1	42	19.02	0e+000
AATAAAGA	TAAAG element	Dof4, Dof11, Dof16	37	14.50	0e+000
TCTCTCTTT	GAGA element-like / TCA-1 binding site	GAGA-binding factor BBR / TCA-1	32	17.00	2e-005
TATTTGTTT	GARE-like / AuxRE-like	GAMYB / ARF1	31	16.08	0e+000
TTAGTTTT	Myb box-like	MYB1	29	15.03	2e-005
TTTGTTTTC	Pyrimidine box-like/GARE / GT element-like / AuxRE-like	GAMYB / HD PR2 / ARF1	27	16.23	0e+000
TTTCTTTG	TCA-1 binding site	TCA-1 (tobacco nuclear protein 1)	26	16.00	0e+000
TGCTTCTC	CAMTA3 binding site / AuxRE-like / IDE1 (iron-deficiency-responsive element 1)	CAMTA3 / ARF1	26	13.44	3e-005
AAAAAAATG	AT hook/PE1 element-like	PF1 / DBP	23	16.45	2e-005
CTTATAT	TATA-box	TBP	21	15.10	0e+000
CAAGAATG	AAGAA motif	Dof2	20	14.03	0e+000
GATTTTGTT	GARE-like	GAMYB	20	16.05	3e-005
AAGACAAA	GARE-like	GAMYB	20	16.00	0e+000

^1^Homology with motifs identified in *Arabidopsis* and other plant species (TRANSFAC, PLACE and AGRIS databases).

^2^Percent occurrence in critical promoters relative to background sequences.

^3^Total Information Content.

Promoter motifs identified in promoters of RGL2-UP, with consensus sequence, name and associated transcription factors.

**Table 2:** Cis-elements enriched in promoters of RGL2-down-regulated genes

**Consensus sequence**	**Putative of cis-element**^**1**^	**Associated type of transcription factor**	**%**^**2**^	**TIC**^**3**^	**e-value**
TCCAAAAA	AT-hook/PE1 element-like / L-box/UV-B responsive element-like	PF1	38	14.52	2e-005
GTTTTTTTT	GARE-like / AT-hook/PE1 element-like	GAMYB / PF1	34	18.00	0e+000
TATAACAA	MYB box-like / GARE-like	GAMYB	33	14.51	0e+000
TTTATTTTA	Box III-like	GT-1	32	17.13	2e-005
AAATTTCA	GT element-like	GT-1	30	15.01	0e+000
TTTCTTTG	TCA-1 (tobacco nuclear protein 1) binding site / T-box-like	TCA-1	23	16.00	2e-005
AGAAAGTG	phyA-induced motifs / Sucrose Responsive Element (SURE)-like		23	15.00	0e+000
AATTATTTA	TATA-box	TBP	21	16.58	2e-005
ATTATGAA	JASE1/JASE2-like	AP2/ERF (jasmonate inducible)	20	15.00	2e-005

^1^Homology with motifs identified in Arabidopsis and other plant species (TRANSFAC, PLACE and AGRIS databases).

^2^Percent occurrence in critical promoters relative to background sequences.

^3^Total Information Content.

Promoter motifs identified in promoters of RGL2-DOWN, with consensus sequence, name and associated transcription factors.

To further evaluate the biological significance of our *ab initio* promoter motif prediction, we tested the Dof-recognised motifs for binding by the RGL2-complex *in vivo*. These motifs will henceforth be referred to as M_Dof_1 (AAAAG element), M_Dof_2 (TAAAG element) and M_Dof_3 (AAGAA element). We generated reporter constructs containing three tandem copies of the consensus sequence of each motif 5’ of the minimal 35S promoter to drive the expression of GFP (Figure 3B) and transfected *Arabidopsis* mesophyll protoplasts derived from a *35S::RGL2-GR ga1-3 rga-t2 rgl2-1* transgenic line. These plants constitutively express *RGL2* fused to the rat glucocorticoid-receptor, which allows for inducible nuclear translocation by treatment with dexamethasone (DEX). This system was described as a ‘potent tool in examining transcriptional activation’ and has been successfully used before [30,53]. Without treatment, plants of this transgenic line bear no difference to those of the triple mutant *ga1-3 rga-t2 rgl2-1*. Upon DEX-treatment, RGL2-GR fusion protein can enter the nucleus, which in the intact plants reverts both flower development and seed germination to the gibberellin-deficient phenotype (to resemble the double mutant *ga1-3 rga-t2*), indicating that the fusion protein is functional (Figure 4). After transfection, protoplasts were either treated with (1) 0.01% ethanol (MOCK), (2) DEX in 0.01% ethanol, to induce RGL2 translocation into the nucleus, or (3) DEX plus gibberellic acid (GA_3_), which will promote the degradation of RGL2. Thus, if the selected promoter elements are involved in RGL2-mediated transcriptional regulation, we expected to observe changes in GFP-signal intensity; upon DEX-treatment, GFP-signal should increase compared to that observed in MOCK-treated transfected protoplasts, whereas protoplasts treated with DEX plus GA_3_ should not exhibit different intensities of GFP. Indeed, we were able to observe a significant increase in GFP-intensity in protoplasts containing constructs with two of the three Dof-binding motifs tested (Figure 3A), both with respect to maximum as well as average intensity of fluorescence within a given protoplast (Figure 3C). This increase of GFP-intensity indicates a transcriptional activation by RGL2 (as a complex with other proteins) that is dependent on the presence of these Dof-binding motifs. Interestingly, highest GFP-induction was observed with M_Dof_1, which occurs at the highest frequency (42%) in our data. Collectively, these results indicate that the predicted motifs in our analysis are indeed cis-regulatory elements involved in RGL2-mediated regulation of germination. 

**Figure 3:**
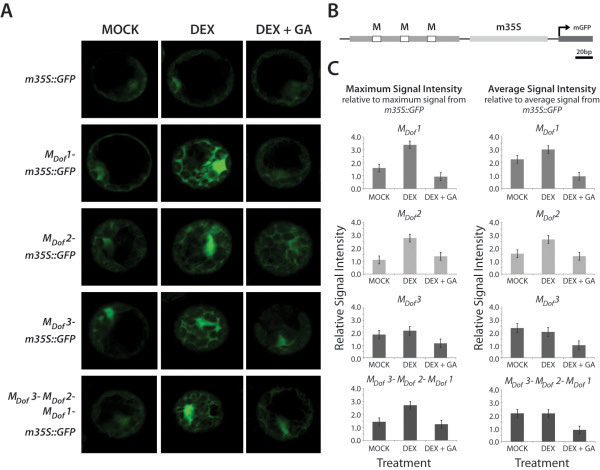
**Transcriptional activation by RGL2 involves promoter motifs bound by Dof-type transcription factors.** Mesophyll protoplasts were transfected with reporter constructs carrying different promoter motifs 5’ of a minimal promoter (*m35S*) to drive GFP expression (**B**). Transfected protoplasts were treated with MOCK, DEX, or DEX plus GA_3_, and GFP signal was analysed by confocal microscopy (**A**). Signal intensities of 6 to 10 protoplasts of each construct/treatment-combination were determined using the Carl Zeiss LSM software, and plotted relative to the signal obtained from GFP driven by *m35S* only (**C**).

**Figure 4:**
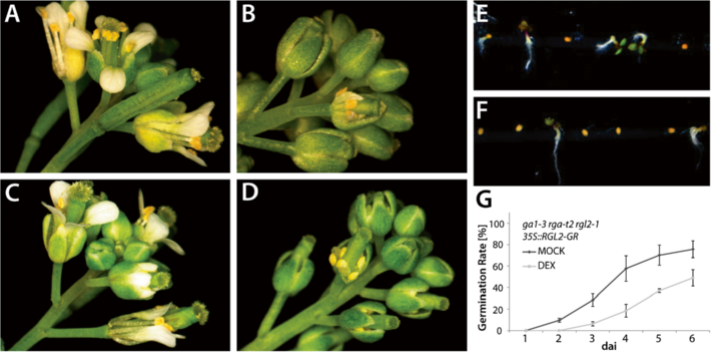
**RGL2 tagged with GR is biologically functional.** Flower development and seed germination phenotype of *ga1-3 rga-t2 rgl2-1 35S::RGL2-GR* without (**A**, **E**) and with (**B**, **F**) DEX-treatment. Without DEX-treatment, RGL2-GR fusion protein is held in the cytoplasm, thus unable to perform its function; the flower phenotype therefore resembles the triple mutant *ga1-3 rga-t2 rgl2-1* (**C**), and seeds readily germinate upon imbibition (**E**, **G**). Upon DEX-treatment, RGL2-GR can enter the nucleus and regulate transcription; the flower phenotype is reverted to the double mutant *ga1-3 rga-t2* phenotype with sterile flowers with stunted petals and stamens (**D**), and germination is significantly delayed and inhibited (**F**, **G**). Two sepals of one flower each have been removed in (**B**) and (**D**) to reveal the short petals and stamens. Germination was scored in three biological replicates. Error bars indicate SD. dai – days after imbibition.

### RGL2 directly regulates several genes affecting various physiological aspects to inhibit germination

To confirm if a selected few genes from our microarray dataset are directly regulated by RGL2, we performed a Chromatin Immunoprecipitation (ChIP)-quantitative real-time PCR (qRT-PCR) analysis using the *35S::RGL2-GR ga1-3 rga-t2 rgl2-1* transgenic line. Chromatin fragments were isolated from flower buds of 4- to 5-week-old plants 3h after treatment with 10μM DEX, using monoclonal anti-GR antibodies. Chromatin isolated in the same manner from Mock-treated flower buds served as control. Since DELLA proteins do not directly bind to DNA, we used two steps of cross-linking during tissue fixation. First, we performed a protein-protein cross-linking using disuccinimidyl glutarate (DSG) [54], after which we cross-linked protein with DNA using formaldehyde, followed by chromatin isolation. We tested the efficiency of our protein pull-down by Western Blot, on which we observed a single band for GR-tagged RGL2 (Figure 5A). This not only indicates that we were able to specifically pull down RGL2, but also highlights the efficiency of our additional cross-linking, since no signal from RGL2-GR can be detected post binding. As a further control for our experimental set-up, we isolated RNA from flower bud tissue 4h after DEX-treatment, and determined expression levels of putative RGL2 target genes identified from our microarray analysis (Figure 5B). Overall, the expression changes of the putative target genes tested overlap with those observed in seeds earlier. However, the changes in expression levels appear to be more moderate compared to those seen in imbibed seeds, with *Dof2.1* not showing any change in expression upon DEX-treatment. 

**Figure 5:**
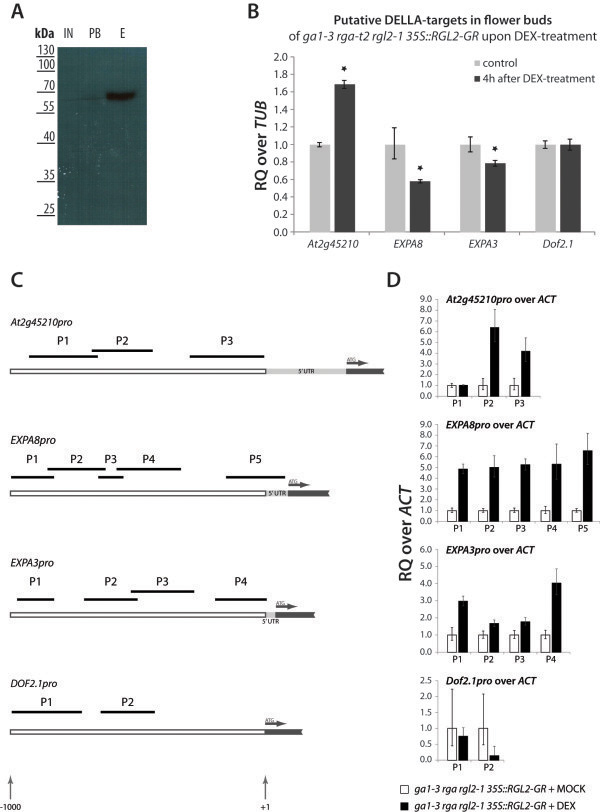
**RGL2-GR directly binds to the promoters of various genes.** (**A**) Western Blot using anti-GR antibody on samples at various stages of the protein-chromatin isolation; IN, input, PB, post binding, E, eluted chromatin/protein complex. (**B**) Relative expression of putative RGL2-/DELLA-target genes in flower buds of *ga1-3 rga-t2 rgl2-1 35S::RGL2-GR* 4h after DEX-treatment, relative to *Tubulin* (*TUB*). Asterisks indicate a significant difference in expression levels compared to the control (p<0.05). (**C**) ChIP-qRT-PCR analysis of selected target gene promoters. Promoter regions from +1,000 to +1 relative to the transcription start site are depicted, and the position of fragments amplified by qRT-PCR is given as black bars on top. Graphs indicate the relative enrichment of these fragments over *ACTIN2* (*ACT2*) in chromatin isolated from *ga1-3 rga-t2 rgl2-1 35S::RGL2-GR*, 3h after Dex-treatment, compared to chromatin from Mock-treated flower buds. Data were obtained from biological triplicates. RQ = relative quantity.

For each putative RGL2-target promoter, we designed primers to amplify approximately 90 to 250 bp fragments within the region 1,000 bp upstream of the transcription start site (TSS) (Figure 5C). In isolated chromatin, we determined the enrichment of those promoter fragments over *ACTIN2* (*ACT2*), relative to the control, by qRT-PCR. Overall, we observed a 4- to 6.5-fold enrichment of specific promoter fragments (Figure 5C). From the promoters of downregulated genes tested, both *EXPA3* and *EXPA8* appear to be bound by the complex involving RGL2; however, the promoter of *EXPA8* shows a significantly higher enrichment of all fragments tested, compared to *EXPA3*. Promoter fragments of the Dof-type transcription factor *Dof2.1* did not show any significant enrichment, which correlates with the lack of transcriptional response in this tissue (Figure 5B). Among promoters of up-regulated genes, the promoter of *At2g45210*, an as yet uncharacterised gene of the SMALL AUXIN UPREGULATED RNA (SAUR)-protein family, shows a strong enrichment.

### Selected RGL2-target genes play a role in the regulation of germination in response to gibberellin and abscisic acid

We selected *At2g45210*, *ATHB2* and *ATHB5* as representative RGL2 target genes in an attempt to further validate our microarray data. *At2g45210* is a member of the SAUR-gene family of unknown function. It appears as a DELLA-target in both flowers and seeds, and our ChIP data indicate that it is a direct target gene of RGL2. *ATHB2* and *ATHB5* were chosen as representative homeobox transcription factors that are likely downstream of RGL2 function. 

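The homeobox gene *ATHB2* (At4g16780) was read by a probe at 9450382 to 9450441 on chromosome 4, with a log2 signal of -1.60 ± 0.06 (SD, n = 2) in *ga1-3 rga-t2* and -3.49 ± 0.28 (SD, n = 2) in *ga1-3 rga-t2 rgl2-1*. Its log2 fold change was 1.89 (standard error 0.17, adjusted p = 0.00264), with both *ga1-3 rga-t2* arrays above both *ga1-3 rga-t2 rgl2-1* arrays. The gene is not in Additional file 1, and the unmoderated per-probe test gave an unadjusted p of 0.0112.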

*ATHB2* appears as up-regulated gene in our microarray only at lower stringency (p<0.05), but the expression change in seeds of *ga1-3 rga-t2 rgl2-1* vs. *ga1-3 rga-t2* could be confirmed (Additional file 4). On the other hand, *ATHB5* appears to be down-regulated in seeds with stabilised RGL2. Both genes have been characterised previously, with ATHB2 being one of the key transcription factors involved in the regulation of shade avoidance [55], and ATHB5 playing a role in the abscisic acid-mediated repression of germination and seedling root growth [56]. However, no data are available regarding the regulation of germination by *ATHB2*, or the molecular mechanism by which *ATHB5* increases abscisic acid sensitivity in seeds. 

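*ATHB5* (At5g65310), read at 26119688 to 26119747 on chromosome 5, had a log2 signal of 0.11 ± 0.09 (SD, n = 2) in *ga1-3 rga-t2* and 1.24 ± 0.04 (SD, n = 2) in *ga1-3 rga-t2 rgl2-1*. The log2 fold change was -1.13 (standard error 0.13, adjusted p = 0.00476), and both *ga1-3 rga-t2* arrays were below both *ga1-3 rga-t2 rgl2-1* arrays. With dim probes tested as well the adjusted p was 0.0547, over a range of 0.000251 to 0.168.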

We were therefore intrigued to explore the possibility of their involvement in gibberellin-mediated germination control.

Significantly higher transcript levels were detected for these three genes in both dry and imbibed seeds, compared to any other tissue of mature plants tested (Figure 6A), suggesting that they could indeed play a role in seed development, maturation and/or germination. Interestingly, expression of *At2g45210* is higher than that of *ATHB2* and *ATHB5* in all plant tissues tested, and showed a more than 18-fold increase from flower buds (up to developmental stage 13) to open flowers (stage 14).

**Figure 6:**
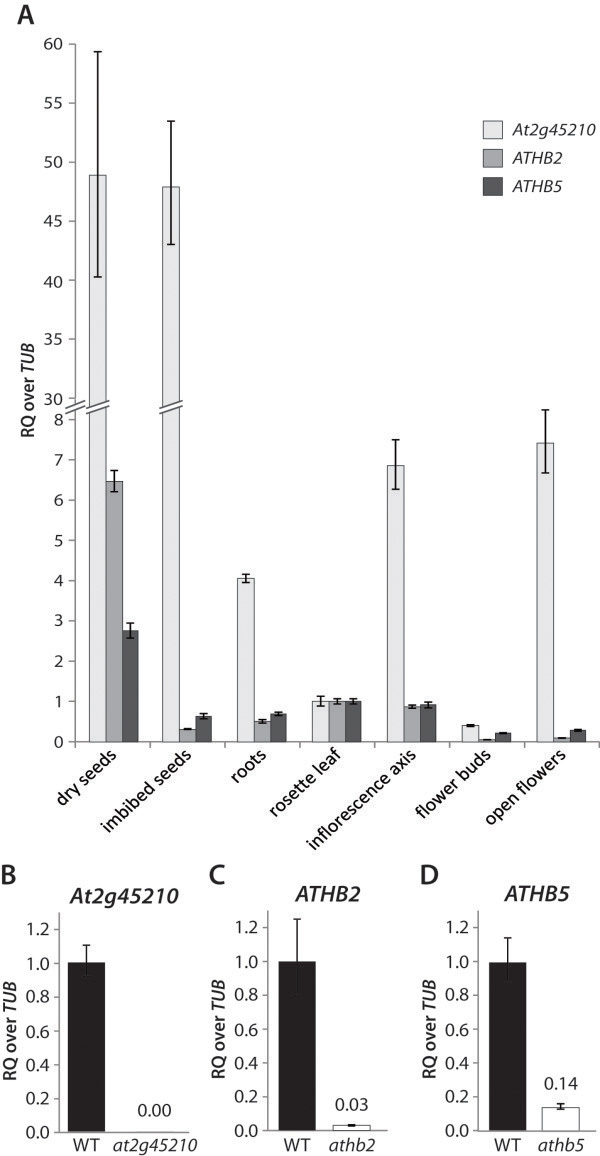
**Relative expression levels of *ATHB2*, *ATHB5 *and *At2g45210 *are high in seeds.** Relative expression levels of the RGL2 target genes *ATHB2*, *ATHB5* and *At2g45210* in various tissues of wild type plants as determined by qRT-PCR, relative to *Tubulin* (*TUB*), compared to the expression in rosette leaves (**A**). All three genes appear to be highly expressed in seed tissues, suggesting a role in the regulation of seed/embryo development or maturation. In addition, *At2g454210* is highly expressed in flowers, suggesting additional functions in flower development. (**B**-**D**) Expression levels of *ATHB2*, *ATHB5* and *At2g45210* in dry seeds of respective T-DNA insertion lines. RQ = relative quantity of transcripts.

We obtained T-DNA insertion lines for the three genes, which showed low or no expression of the targeted gene (Figure 6B-D). Germination responses in these mutants were analysed to confirm their involvement in RGL2-, thus gibberellin-mediated germination regulation. Germination rates were examined in response to paclobutrazol (PAC), a gibberellin biosynthesis inhibitor, as well as to abscisic acid, which opposes gibberellin action in germination (Figure 7). As controls, we analysed germination responses of both wild type and the *ga1-3 rga-t2 rgl2-1* mutant. The loss of function of *RGL2* in this triple mutant does not only rescue the non-germinating phenotype of the *ga1-3 rga-t2* mutant (Figure 1), but also renders these seeds insensitive to PAC (Figure 7). However, their germination responses to abscisic acid did not differ significantly from those of wild type. Germination of *at2g45210* seeds was more severely inhibited than the wild-type seeds by all treatments, indicating that this mutant is hypersensitive to both PAC and abscisic acid with respect to germination. The effect of PAC on seed germination of *athb2* and *athb5* mutants, on the other hand, was not significantly different from that of the wild type. However, *athb2* and *athb5* mutant seeds differed in their germination response to abscisic acid; at a low concentration (1μM), germination of *athb2*, but not *athb5*, is more strongly inhibited than germination of wild-type seeds. However, at higher concentrations of abscisic acid tested, germination of both mutants is inhibited to a greater extent than that of the wild type. The increased sensitivity to abscisic acid of the *athb2* and *athb5* mutant seeds further prompted us to test whether expression of either gene is responsive to abscisic acid treatment. We therefore determined the relative expression of *ATHB2* and *ATHB5* in *ga1-3 rga-t2 rgl2-1* and *ga1-3 rga-t2* seeds that were imbibed in water or abscisic acid (Additional file 4). Interestingly, the transcript levels of the two genes do not differ between the water- and abscisic acid-treatments. In the presence of RGL2, *ATHB2* is expressed at a significantly higher level, while *ATHB5* shows lower transcript levels.

**Figure 7:**
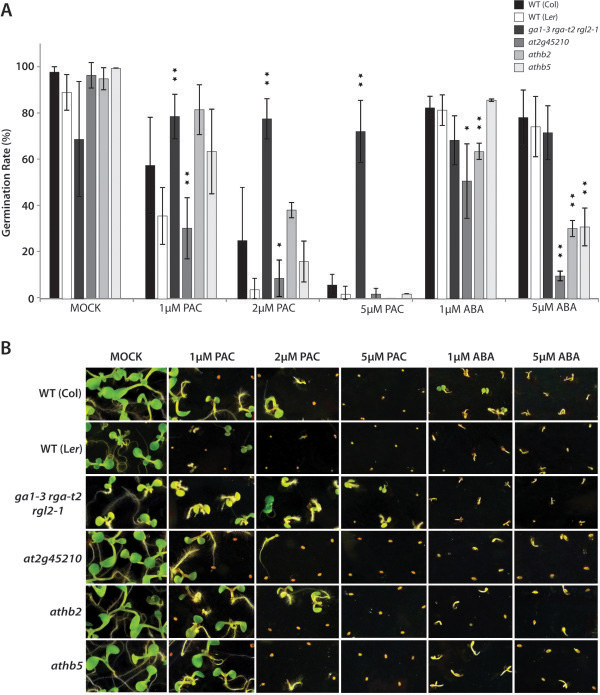
**Germination responses are affected in mutants of *ATHB2*, *ATHB5 *and *At2g45210.*** Seeds of wild type and insertion lines were surface sterilised and, without stratification, germinated on 1xMS, supplemented with 0.01% ethanol (MOCK), 1, 2 or 5 μM Paclobutrazol (PAC), 1 or 5 μM abscisic acid (ABA). Germination was scored six days after imbibition. Seeds were deemed germinated if the radicle had visibly emerged from the seed coat. Statistical differences were analysed using a two-tailed t-test, and significant differences are indicated by one and two asterisks indicating p-values of p<0.05 and p<0.01, respectively.

## Discussion

### RGL2-mediated arrest of germination likely induces a state of secondary dormancy

Due to its immense significance for agriculture germination is one of the most extensively studied fields of plant physiology. Yet, the molecular mechanisms underlying the regulation of germination and dormancy are still largely unknown. In this study, we aimed to elucidate some of the downstream events of the DELLA protein RGL2 in the suppression of germination. Our microarray analysis showed that in non-germinating seeds with stabilised RGL2 protein, genes associated with various stress-responses are enriched among up-regulated genes, along with gibberellin-responsive genes. This is in line with previous transcriptome analyses indicating a high representation of genes related to abscisic acid and stress responses in dormant seeds. On the other hand, as expected, genes associated with embryonic morphogenesis appear to be over-represented in down-regulated genes. More valuable information, however, could be inferred by comparing our gene lists with other available seed- and germination-related microarray data. Overall, the transcriptome of *ga1-3 rga-t2* seeds strongly resembles that of dormant seeds, suggesting that seeds with stabilised RGL2 are either unable to leave primary dormancy, or that they are entering a state of secondary dormancy upon imbibition. Thus, RGL2 could be involved in induction or maintenance of seed dormancy. However, we can only speculate if RGL2 maintains primary dormancy or induces secondary dormancy. Nonetheless, it had been determined that gibberellins, thus RGL2, act late in phase II of the germination process. 

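In Additional file 3, 70 RGL2-UP loci and 129 RGL2-DOWN loci are marked for dormant seeds, for *cts-1* seeds or for both. At least 2-fold higher in *ga1-3 rga-t2* were 68 of the 70, and at least 2-fold lower were 119 of the 129, with a median log2 fold change of -1.87. An adjusted p under 0.05 was found for 70 and 127 of them, and for 70 and 128 when adjusted over the list alone, which is not independent evidence, since the loci were taken from lists made on these samples. With dim probes tested as well, 35 of the 70 RGL2-UP loci and 91 of the 129 RGL2-DOWN loci had an adjusted p under 0.05. The marks for *cts-1* cover 31 RGL2-UP loci, 30 of them at least 2-fold higher, and 45 RGL2-DOWN loci, 44 of them at least 2-fold lower. How many loci would be shared by chance was not computed, since the full lists of the other studies are not in the files. From the overlap with the transcripts of dormant seeds, the paper proposes that seeds with stabilised RGL2 either fail to leave primary dormancy or enter secondary dormancy upon imbibition.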

At this stage seeds have already left primary dormancy, thus have committed to germination. Based on our data, we propose that RGL2 function causes seeds to enter a state of secondary dormancy, in part by directly arresting embryonic growth.

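Among the genes annotated as transcription factors, 81 were at least 2-fold higher and 53 at least 2-fold lower in *ga1-3 rga-t2* with an adjusted p under 0.05. When adjusted over the list alone, the counts were 81 and 54.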

According to our data, RGL2 also seems to positively regulate the expression of a number of transcription factors of MYB-, AP2/ERF-, bHLH- and HD-Zip-types, which are involved in various responses to phytohormones as well as developmental stages. For example, *ATHB4* has previously been characterised as a regulator of shade avoidance, being strongly up-regulated by far red light, and modulating the responses to auxins, brassinosteroids and gibberellins in seedlings [57]. *MYB111* was shown to be mainly expressed in cotyledons of seedlings, and it plays a role in flavonol accumulation [58]. Two transcription factors have previously been shown to be involved in seed development or germination; *WOX2* regulates apical embryo patterning during seed development [59,60], whereas *WRKY40*, which is strongly up-regulated by abscisic acid, is a transcriptional repressor in abscisic acid and abiotic stress responses [61]. It is tempting to speculate that RGL2 controls far more aspects of seed/embryo development and germination than previously thought, since we observed up-regulation of numerous transcription factors in our microarray analysis. However, the exact transcriptional network governed by RGL2 action, and the relationship between these transcription factors and RGL2 function remains to be further elucidated.

DELLAs have been shown to physically interact with a number of bHLH-type transcription factors, leading to the hypothesis that interaction with bHLH-type of transcription factors is the main underlying molecular mechanism for DELLA function [32-34]. Importantly, it was shown that DELLAs directly interact with PIL5, an inhibitor of seed germination [52]; it is therefore not surprising to find several of its direct target genes in our data. For example, *PHYTOCHROME INTERACTING FACTOR3-LIKE2* (*PIL2*) is 3.4-fold up-regulated in our data. It belongs to a light-responsive bHLH transcription factor family, and has been shown to be involved in seed germination responses to red/far red light [62]. 

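*PIL2* (At3g62090), at 23000073 to 23000132 on chromosome 3, had a log2 signal of 2.36 ± 0.09 (SD, n = 2) in *ga1-3 rga-t2* and -0.02 ± 0.04 (SD, n = 2) in *ga1-3 rga-t2 rgl2-1*. This is a log2 fold change of 2.38 (standard error 0.13, adjusted p = 0.000891), or 5.20-fold between the genotype means. Both *ga1-3 rga-t2* arrays lay above both *ga1-3 rga-t2 rgl2-1* arrays.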

Interestingly, PIL2 was also shown to physically interact with RGL2 [34], indicating that RGL2 might be intricately involved in the light-dependent phytochrome-mediated regulation of germination. In RGL2-DOWN, *EXPANSIN A8* (*EXPA8*) and *CYSTEINE PROTEINASE1* (*CP1*), both more than 3.5-fold downregulated, overlap with PIL5 direct targets, amongst others. 

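*CP1* (At4g36880, chromosome 4, 17374761 to 17374820) gave a log2 signal of 2.47 ± 0.16 (SD, n = 2) in *ga1-3 rga-t2* and 4.96 ± 0.02 (SD, n = 2) in *ga1-3 rga-t2 rgl2-1*. The log2 fold change was -2.49 (standard error 0.14, adjusted p = 0.000968), a 5.62-fold difference between the genotype means, and both *ga1-3 rga-t2* arrays were below both *ga1-3 rga-t2 rgl2-1* arrays. For *EXPA8* the genotype means differed 6.42-fold.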

*CP1* belongs to a group of cell wall proteins involved in cell wall modulation and cell growth [63]. Expansins are a group of cell-wall modulating enzymes, many members of which have been shown to be responsive to cold-, abscisic acid- and gibberellin-treatment [reviewed in: 42]. Thus, both genes are involved in weakening cross-links of cell wall components, which allows cell elongation. Therefore, they are considered to be at the “end” of the signalling cascade that leads to cell growth. More importantly, both *EXPA8* and *CP1* have also been identified as DELLA-dependent transcripts [47], further indicating that they could be direct target genes of RGL2.

### RGL2-mediated transcriptional regulation should involve the interaction with various classes of transcription factors

To obtain a better understanding of the regulatory network underlying RGL2 function in the repression of seed germination, we performed an *ab initio* promoter motif detection in promoters of differentially regulated genes. We identified several motifs that are overrepresented in our data. In promoters of both up- and down-regulated genes, we detected a number of GAREs, motifs that are typically bound by transcription factors of the GAMYB-type. GAMYB transcription factors respond to gibberellin signalling, and activate transcription of gibberellin-responsive genes [64,65]. This suggests that our microarray data are indeed enriched for genes involved in the gibberellin-mediated regulation of germination, corroborating the quality of our data. It furthermore allows us to hypothesise that RGL2 could interact with GAMYB transcription factors to regulate transcription. Since GARE-like motifs can be found in both RGL2-UP and RGL2-DOWN, this transcriptional regulation is likely mediated by other proteins that form complexes with RGL2. Further investigations into RGL2-interacting proteins are required to clarify this. In addition, motifs associated with the auxin signalling-related transcription factor ARF1 appear to be enriched in up-regulated genes. This allows us to hypothesise that RGL2-dependent signalling pathway could also interact with auxin signalling in the regulation of embryonic growth.

Furthermore, we observed a strong enrichment of motifs associated with Dof-type transcription factors in the promoters of up-regulated transcripts. Using a protoplast assay, we could confirm that these motifs are indeed involved in the RGL2-mediated transcriptional activation of target genes *in planta*. It is therefore tempting to speculate that RGL2 might also interact with Dof transcription factors to activate transcription. However, we cannot exclude the possibility that RGL2 binds to and inhibits competitors or inhibitors of Dof proteins, thus allowing Dof proteins to bind to their target promoters and induce transcription, a similar scenario as was reported for DELLA action in the jasmonic acid signalling pathway [36]. Dof proteins are a family of plant-specific transcription factors with some 36 members in *Arabidopsis*, many of which have been implicated in the regulation of germination. For example, the Dof zinc finger protein Dof Affecting Germination1 (DAG1) and DAG2 have been shown to possess opposing roles in the regulation of germination, with DAG1 inhibiting germination by mediating PIL5 activity as well as directly affecting gibberellin biosynthesis [66,67]. Another Dof transcription factor, Dof6, was shown to negatively regulate germination by affecting abscisic acid signalling in seeds [68]. It is therefore likely that Dof proteins play crucial roles in the gibberellin-mediated regulation of germination, and that the enrichment of promoter motifs recognised by Dof transcription factors in our data is of biological significance. It also suggests that either Dof transcription factors themselves or their inhibitors could be binding partners of RGL2. It has been reported that all Dof proteins, likely due to the high similarity of their DNA binding domains, recognise similar target sequences, containing a CTTT consensus core [69]. It was therefore proposed that specificity with regards to spatiotemporal expression and/or interaction with other proteins confers specific functions to each Dof protein [67]. In seeds, it is thus possible that the expression of Dof target genes is specified to phase II of germination through RGL2-action; to shed more light on this complex process of germination, it would be of great interest to identify which specific Dof proteins are involved in the RGL2-mediated repression of germination. Generally, DELLA proteins have been reported to interact with the bHLH class of proteins [32-34] to affect transcription. Our results show that RGL2 likely interacts with various other classes of transcription factors to mediate its response.

### RGL2 regulates the expression of various genes to inhibit germination both directly and indirectly

Based on our ChIP-qRT-PCR analyses designed to further understand the molecular events downstream of RGL2, we selected a few genes that were likely direct targets. DELLA proteins lack a DNA binding domain, and are thought to regulate transcription through binding to other proteins, most of which are still unknown. We therefore employed a ‘double’ cross-linking, using DSG and formaldehyde consecutively to capture the whole protein complex bound to chromatin. Previous ChIP assays with DELLA proteins were reported to yield only subtle enrichment (1.3- to 3.5-fold) of target promoter fragments [49]; here, we were able to achieve a significantly higher enrichment (4- to 6.5-fold). This suggests that the application of DSG is a promising method of identifying chromatin regions bound by a protein complex in plants, even if only one of the proteins is known, as has been shown in human cell culture systems [54].

In our data, the RGL2-complex appears to bind to promoters of both *EXPA3* and *EXPA8,* however, promoter fragments of *EXPA8* appear more strongly enriched than those of *EXPA3*. These different levels of enrichment could be due to different binding affinities of the RGL2-complex to these promoters; it could also indicate different binding partners of RGL2 in the complex that binds to DNA. The stronger enrichment of the *EXPA8* promoter is in line with our expression analysis showing a more subtle down-regulation of *EXPA3* in flower buds of the inducible *ga1-3 rga-t2 rgl2-1 35S::RGL2-GR* mutant. Previous studies had also shown that *EXPA8* expression is more strongly gibberellin-inducible than *EXPA3*[42]. Furthermore, *EXPA8* appears to be a DELLA-target gene in both flowers and seeds [47]. We therefore propose that the RGL2-complex directly downregulates *EXPA8* expression in both flower development and seed germination; thus, RGL2 inhibits both developmental responses by directly constraining cell elongation growth.

Our data further show that the RGL2-complex appears to bind directly to the promoter of a member of the SAUR gene family, *At2g45210*, whose expression is up-regulated in our microarray data. This corroborates further the “updated” gibberellin signalling model [70], which includes not only transcriptional silencing through sequestering of transcription factors by DELLA proteins, but also transcriptional activation by sequestering inhibitors of transcription factors.

Our observation that seed germination in the loss-of-function mutant of *At2g45210* exhibits hypersensitivity to abscisic acid and PAC compared to the wild type indicates a possible role for *At2g45210* in promoting seed germination. However, its expression is up-regulated by RGL2, an inhibitor of seed germination, and was found to be high in all dormant states of seeds (primary and several secondary dormancy states) analysed by Cadman *et al.*[71]. This apparent inconsistency of results needs further investigation of this gene’s function in seed germination and dormancy. It is possible that it is not directly involved in the inhibition or promotion of seed germination *per se*. Additionally, we cannot exclude the possibility that its expression is controlled by several other factors not considered here. This is in fact a likely scenario, since its expression pattern only partly overlaps with that of *RGL2*; it is relatively high in all wild-type tissues tested, whereas *RGL2* expression is restricted to imbibed seeds and flower buds [25].

We further investigated the role in the regulation of germination of two homeobox genes, *ATHB2* and *ATHB5*, which were identified in our microarray as up- and downregulated by RGL2, respectively. Both genes have been studied with respect to their roles in other developmental stages; however, no or little data are available to determine their functions in the regulation of seed germination. Interestingly, our seed germination assays appear to reveal different roles for *ATHB2* and *ATHB5* in germination; while the inhibition of gibberellin biosynthesis with PAC does not result in a germination response different to that of wild type in either mutant, low concentrations of abscisic acid appear to inhibit seed germination more strongly than that of wild type in *athb2*, but not *athb5* . However, at high concentrations of abscisic acid, both mutant seeds appear more sensitive to its inhibitory effect. This could indicate that *ATHB2* is involved in the abscisic acid-mediated regulation of germination, independently of gibberellin. A similar conclusion could be drawn for the role of *ATHB5* in the regulation of seed germination; however, the increase in sensitivity of seed germination to abscisic acid is not as high as in *athb2*. Further germination assays using several intermediate concentrations of abscisic acid would help to determine the range of sensitivity. Interestingly, our data further indicate that expression levels of either *ATHB2* or *ATHB5* are not affected by abscisic acid treatment. This suggests that the regulation of these two genes is downstream of RGL2, but upstream of the abscisic acid signalling pathway. However, further studies need to be performed, for example, crossing the loss-of-function mutants with various mutants of abscisic acid biosynthesis or signalling, in order to place either gene in the genetic network of gibberellin and abscisic acid signalling. Nevertheless, our results indicate that both these homeobox genes affect seed germination.

## Conclusions

Taken together, our data reveal that the role of RGL2 in the inhibition of germination is complex. We show that RGL2 downregulates the expression of genes encoding cell wall modifying enzymes, viz., *CP1* and *EXPA8*, with at least *EXPA8* being directly regulated. Thus, RGL2 directly constrains cell elongation growth to inhibit germination. Our microarray data also indicate that various types of transcription factors are differentially regulated by RGL2, suggesting that RGL2 regulates several aspects of seed germination in addition to cell elongation growth, including responses to several phytohormones and light. Our promoter analysis further indicates that RGL2 interacts with various proteins to regulate transcription, including GAMYB, ARF1 and Dof transcription factors. Lastly, we investigated germination responses of three selected target genes to PAC and abscisic acid. We show that sensitivity of germination to at least one of these treatments is increased in these mutants, which not only indicates that all of these genes are in some way involved in the regulation of germination, but also validates the quality and reliability of our data. However, more work needs to be done to understand the mechanism of regulation of germination, and to shed more light on the genetic network underlying the complex process of seed germination in which RGL2 is but one player.

## Methods

### Plant materials, plant transformation and growth conditions

*Arabidopsis thaliana* accessions used in this study were either Columbia (Col-0) or Landsberg *erecta* (L*er*). Plants were grown in a growth chamber with a 16-h-light/8-h-dark cycle, at 23°C and 75% RH for generation of transgenic plants and seed collection. Plant transformation was performed as described by Clough and Bent [72] using *Agrobacterium tumefaciens* strain GV3101:pMP90.

All gibberellin-related mutants described here are in L*er* background; *ga1-3 rga-t2* and *ga1-3 rga-t2 rgl2-1* were described earlier [30]. The inducible transgenic plants *ga1-3 rga-t2 rgl2-1 35S::RGL2-GR* were generated by transforming *ga1-3 rga-t2 rgl2-1* plants with the binary vector harbouring the *35S::RGL2-GR* cassette. Insertion lines for *At2g45210* (SALK_142329), *ATHB2* (SALK_106790C) and *ATHB5* (SALK_122765) were obtained from the ABRC seed stock, and are in Columbia (Col-0) background. Homozygous plants were identified by genotyping with primers designed using the T-DNA primer design tool ( http://signal.salk.edu/tdnaprimers.2.html; Additional file 5).

For germination assays, seeds were surface sterilised in 75% ethanol and 15% commercial bleach, followed by at least five rinses with sterile water. Aseptic seeds were placed on 1xMS medium, pH 5.7 with 0.5% Gelrite, supplemented with either of the following: 0.01% ethanol (MOCK), 10μM gibberellic acid 3 (GA_3_), 1μM, 2μM or 5μM paclobutrazol (PAC), 1μM or 5μM abscisic acid, 10μM dexamethasone (DEX). To analyse germination inhibition by DEX of the inducible *ga1-3 rga-t2 rgl2-1 35S::RGL2-GR* mutant, aseptic seeds were vacuum-infiltrated with 30μM DEX prior to being placed on MS plates. All plates were incubated at 22°C with a 16-h-light/8-h-dark cycle. Germination was scored up to six days after imbibition. Seeds were deemed germinated if the radicle had visibly protruded through the seed coat.

### Microarray experiments and data analysis

Total RNA was isolated from seeds imbibed in water at 4°C in the dark for five days, according to Vicient and Delseny [73], with slight modifications. For each isolation 50mg (dry weight) seeds were used. Crude RNA was purified by extractions with chloroform, phenol, phenol:chloroform:isoamyl alcohol (25:24:1) and chloroform:isoamyl alcohol (24:1), once each. After precipitation, RNA was dissolved in 30 to 50μl water.

Total RNA was sent to Genotypic Technology [P] Ltd., Bangalore, India for microarray analysis (Project No. GT-537_E), including RNA quality control using Bioanalyser, reverse transcription and labelling, single colour hybridisation onto Agilent *Arabidopsis* 4×44k Array, preliminary data analysis with GeneSpring GX version 10.0 and Excel, data normalisation using Percentile Shift Normalisation and Normalisation to Specific Samples. Microarray data were deposited in the Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/projects/geo), accession number GSE40485.

### Chromatin immunoprecipitation

Chromatin Immunoprecipitation (ChIP) was performed using flower buds of 3-4-week-old *ga1-3 rga-t2 rgl2-1 35S::RGL2-GR* plants. Plants were sprayed with either of the following: 0.01% ethanol (MOCK), or 10μM DEX, and flower buds were harvested 3h after treatment. ChIP was performed according to Kaufmann *et al.*[74], with minor changes. We included an additional step of protein-protein cross-linking using 10mM disuccinimidyl glutarate (DSG) [54], prior to cross-linking of DNA-protein complexes by formaldehyde. All centrifugation steps were performed at maximum speed (~17,000x*g*). For the detection of RGL2-GR, total extracts, flow through and eluates prior to proteinase K treatment were resolved under reducing conditions on 12% SDS/polyacrylamide gel, and proteins were transferred onto polyvinylidene difluoride (PVDF) membranes (Bio-Rad Laboratories). PVDF membranes were blocked by incubation with 5% milk powder in Phosphate-buffered saline + 0.05% Tween 20 (PBS-T) over night, followed by incubation with monoclonal mouse anti-GR antibody (1:1,000) at room temperature for 2h. After washing with PBS-T, membranes were incubated with secondary antibody, horseradish peroxidase- (HRP-) conjugated rabbit anti-mouse antibody (1:10,000) for 2h at room temperature. Membranes were then washed four times with PBS-T, and immune complexes were detected on x-ray film (Fuji medical x-ray film) using the Enhanced Chemiluminescence (ECL) Detection kit according to the manufacturer’s instructions (Amersham Pharmacia).

### Quantitative real-time PCR (qRT-PCR)

Comparative analysis of selected genes was performed by qRT-PCR. Reactions were performed on cDNA, prepared from RNA of various *Arabidopsis* tissues using ‘MAXIMA® First Strand cDNA Synthesis Kit’ (Fermentas), with ‘KAPA SYBR® FAST qPCR Kit’ (KAPA Biosystems) using the ‘StepOne™ Real-Time PCR Systems’ (Applied Biosystems). All qRT-PCR data were generated from biological duplicates. Relative quantification of expression was determined using ‘StepOne Software’ (v2.1). For a list of primers, see Additional file 5.

### *Ab initio* promoter analysis

The entire sets of up-regulated (253) and down-regulated (354) genes, respectively, were analysed for enrichment of promoter motifs. Sequences of promoter regions (−1,000 to +200 nt relative to TSS) were extracted from our in-house promoter sequence database. Over-represented motifs were detected using the Dragon Motif Builder algorithm with EM2 option [75], and thirty motifs of 8 to 10 nucleotides were detected each with a threshold value of 0.95. Random promoter sequences were used for background subtraction of random motif occurrence. Significant motifs were selected based on a threshold occurrence of more than 20%, and motif classes were identified by significant matches with TRANSFAC [76], PLACE [77] and AGRIS [78,79] databases.

### Plasmid construction, protoplast isolation and transfection

For promoter motif analysis, a minimal promoter (90bp of CaMV 35S promoter) was amplified with SmaI and BamHI restriction sites, and cloned into pGreen (HY105 backbone) containing mGFP (cloned with SpeI and XbaI), to generate pGreen-*m35S::GFP*. Synthetic promoter constructs containing three tandem copies of selected promoter motifs were generated by overlapping PCR using synthesised oligonucleotides (see Additional file 5). The generated 126bp-fragments were cloned into the binary vector using HindIII and PstI restriction sites, 5’ of the minimal promoter in pGreen-*m35S::GFP*.

Leaf mesophyll protoplasts were isolated from 3- to 4-week-old wild-type *Arabidopsis* (Col-0) plants following the protocol described in Yoo *et al.*[80]. For each transfection, 10 to 15μg of plasmid DNA was used, and treatment occurred 30min after transfection with either of the following: 0.01% ethanol (MOCK), 10μM DEX, 10μM DEX plus 10μM GA_3_. Images were acquired four to six hours after transfection using a Carl Zeiss Axiovert 200M confocal laser microscope ( http://www.zeiss.de/axiovert200) with excitation at 488nm. For GFP detection, one channel was configured between 505 and 530nm. All images were recorded with the same detection settings. Average and maximum signal intensity of 6 to 10 selected protoplasts was determined using the Carl Zeiss LSM software (ver. 4.0).

## Abbreviations

ChIP: chromatin immunoprecipitation; DEX: dexamethasone; Dof: DNA binding with one finger; *EXPA8*: *Expansin A 8*; GA: gibberellic acid; GFP: green fluorescence protein; *RGL2*: *RGA-like 2*; qRT-PCR: quantitative real-time PCR.

## Competing interests

There are no competing interests.

## Authors’ contributions

PS designed and performed all experiments, including all statistical and bioinformatics analyses, and wrote the manuscript. PR optimised and performed RNA extractions, ChIP and qRT-PCR experiments. BM performed the *ab initio* promoter analysis. ELT generated the inducible line. HY helped in designing the project and writing the manuscript. PPK was responsible for overall supervision of experimental design, data analysis, and writing the manuscript. All authors approved the final manuscript.

## Supplementary Material

Additional file 1 **Genes differentially regulated in seeds of *ga1-3 rga-t2 *vs. *ga1-3 rga-t2 rgl2-1.*** List of genes identified as RGL2-UP and RGL2-DOWN, respectively, with a fold-change of at least 2, and a p-value ≤0.01. 

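The table holds 617 probes, 254 in RGL2-UP and 363 in RGL2-DOWN, which belong to 616 genes. All 617 were found on the deposited arrays with the listed direction and a difference of at least 2-fold between the genotype means. The listed log2 fold change lay within 0.01 of the recomputed value for 616 probes. The listed p lay within 10% of an unmoderated two-sample p, before any adjustment, for 610 probes. By that unmoderated test 612 of the 617 had a p of 0.01 or less, and 0 had an adjusted p under 0.05. With limma all 617 had an adjusted p under 0.05, both over all tested probes and adjusted over the list alone, with a median of 0.00265, but the list was chosen on these samples and is not independent evidence. Each *ga1-3 rga-t2* array taken alone differed at least 2-fold for 581 of them (236 higher, 345 lower). All 4 arrays were well above background for 505 of the 617. Testing dim probes left 395 of the listed probes with an adjusted p under 0.05. The normexp background correction left 522 with the listed direction and 347 at least 2-fold different, and these were 609 and 337 when high local backgrounds were replaced, an alternative chosen after the data were seen.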

Click here for file

Additional file 2 **Gene Ontology (GO) analysis of the RGL2-mediated transcriptome in seeds.** GO analysis according to AgriGO (http://bioinfo.cau.edu.cn/agriGO/index.php), with respect to biological process (A, C) and molecular function (B, D) in RGL2-UP (A, B) and RGL2-DOWN (C, D). Click here for file

Additional file 3 **Cross-comparison of RGL2-mediated transcriptome in seeds with other available microarrays.** List of genes differentially regulated by RGL2 in seeds that were identified in other available microarray data sets. Overlapping genes are indicated by ‘+’. Click here for file

Additional file 4 **Relative expression levels of *ATHB2 *and *ATHB5 *in response to abscisic acid.** Seeds were stratified in water or 5μM abscisic acid, and RNA was extracted after 12h. Expression levels of *ATHB2* and *ATHB5* were determined by qRT-PCR in imbibed seeds of *ga1-3 rga*, relative to *Tubulin (TUB*), and compared to *ga1-3 rga rgl2-1*. RQ = relative quantity of transcript. Click here for file

Additional file 5 **Primers and oligonucleotides used.** List of primers and oligonucleotides used for genotyping of T-DNA insertion lines, qRT-PCR, ChIP-qRT-PCR, and for construction of reporter constructs containing different promoter motifs. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

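Transcripts were measured in imbibed seeds of *ga1-3 rga-t2* and *ga1-3 rga-t2 rgl2-1*, with 2 samples per genotype, each on 1 array of an Agilent *Arabidopsis* 4×44k slide. The samples were grouped by genotype as the labels give it, and the comparison of the genotypes is the only one the files allow. According to the file headers, the authors' service provider scanned the slide once and made the deposited intensity values with Agilent Feature Extraction, which removed spatial trends and background within each array and set low spots to a surrogate value, without normalisation between arrays. According to the paper's methods, the authors normalised in GeneSpring by a percentile shift and to specific samples, and the deposited log2 values have for each probe a median of 0 over the 4 arrays, within 5e-07. The deposited log2 differences between arrays matched those computed from the intensities within 1e-04 for 99.9% of probes, so that both kinds of deposited values carry the same measurements. The deposited flags for spots well above background, saturated spots and outlier spots were set by the same quantification software.

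Each array held 45220 spots, of which 1417 were control spots. Probes well above background made up 61.4% and 62.8% of non-control probes on the *ga1-3 rga-t2 rgl2-1* arrays, and 60.7% and 60.8% on the *ga1-3 rga-t2* arrays. Saturated probes numbered 75 and 85, and 64 and 25. The median signal was 93.8 and 104 on the *ga1-3 rga-t2 rgl2-1* arrays and 87.1 and 64.1 on the *ga1-3 rga-t2* arrays. The slope of the spike-in controls was 0.918 and 0.891, and 0.928 and 0.851, and the software reports it as in range for the first replicate of each genotype. It reports the detection limit of the first *ga1-3 rga-t2* array as out of range. With 2 arrays per genotype the precision of each value is limited by the number of arrays. Of the tested probes, 94.8% were well above background on all arrays.

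The log2 intensity of each non-control probe, averaged over its spots, was shifted by the array's 75th percentile. Probes were tested when they were well above background on both arrays of at least 1 genotype and not flagged as outliers on every spot of an array, which left out 30 probes. Genotypes were compared with limma 3.58.1 in R 4.3.3 with default settings (two-sided, prior degrees of freedom 3.78, total 5.78), with tables handled by data.table 1.17.8. Benjamini-Hochberg adjustment was made over all tested probes. The study's criteria were applied as a difference of at least 2-fold on each *ga1-3 rga-t2* array from the mean over both *ga1-3 rga-t2 rgl2-1* arrays and an unadjusted p of 0.01 or less. For a probe not above background on every array of a genotype, the difference is given as a bound against the level of background. The paper's text and Additional files 1, 3 and 5, the only ones at hand, do not name the test behind the listed p.

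Gene families were formed from words in the array files' gene descriptions, since no functional annotation was at hand, and tested with camera (correlation between genes of 0.01), with fry, and with camera using an estimated correlation. The 15 families were glutathione transferase, UDP-glucosyl transferase, transcription factor, peroxidase, heat shock protein, serine carboxypeptidase, GDSL lipase and carboxylesterase, cell wall, expansin, auxin-responsive, tubulin, ribosomal protein, seed storage and late embryogenesis, core histone and photosystem. Those that stand for terms the paper reports were chosen after these terms, which rest on the same samples. Genes within 1 Mb of *RGL2* were compared with all others by Fisher's exact test.

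Genes are named by a rule set beforehand. It takes the genes that the paper names as an array result or as part of the gibberellin, abscisic acid, light or Dof pathways it discusses, found by locus or by their symbol in the array files. This gave 43 genes, among them At3g46130, which the array files call MYB111. Dof6, which the paper names without a locus and the array files do not name, was not among them. It adds the 5 largest increases and 5 largest decreases among significant probes well above background on all arrays, and the 3 largest bounds in each direction. Other genes were chosen after their values were seen, and this is said where they appear. Values in the paper's tables had been seen.

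The alternatives were quantile normalisation, median centring, normexp background correction, the deposited log2 values, no filter on dim probes, a filter for signal above background on all 4 arrays, limma with trend and robust options, an unmoderated per-probe test, the replicate number as a block, and leaving out each array in turn. The mean of all probes of a gene, the other probes of a gene, ratios within replicate numbers, the fold criterion alone and other windows around *RGL2* were also tried. The programs were tested on simulated data with 26749 probes and 200 changed ones, of which 196 were recovered by limma and 1 by the unmoderated test, while 27 unchanged probes were called. With nothing changed, 3 probes were called. The simulated noise was independent between probes, with its spread taken from limma's own estimates. The simulation thus tests the programs, and it cannot tell how errors shared by the probes of an array affect the counts. The shares of promoters with a motif were not computed, because no genome sequence was at hand. Positions are those of the array files, and a later gene table served only to look up gene names, matching 28597 of 29047 loci. The quantitative PCR, chromatin immunoprecipitation, protoplast and germination experiments have no deposited files and were left out.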

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

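The tests on the fit without the second *ga1-3 rga-t2* array, on spike-in probes, on ribosomal protein genes, on the sites on chromosomes 3 and 1 and on transposable element genes were chosen only after the result was seen.

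Beyond the probes in Additional file 1, 2328 probes differed at least 2-fold between the genotypes with an adjusted p under 0.05. They include probes of some genes that the paper discusses. One technical explanation is the lower signal of the second *ga1-3 rga-t2* array. It is argued against as the cause of most of the differences, since with that array left out 2515 probes were at least 2-fold different with an adjusted p under 0.05, beside 2945 with it, and 2234 were shared in the same direction. At any fold, though, leaving it out lowered the significant probes from 8843 to 4734. A different response of the array positions to the same amount of RNA is argued against by the spike-in probes. Of 10 spike-in probes, 7 were above background, and their genotype means differed by -0.37 to 0.04 on the log2 scale, or by at most 0.37 in size, though replicates of a genotype differed by up to 0.855. A chromosome segment carried along with *rgl2-1* would raise the share of changed genes near *RGL2*. Within 1 Mb, 32 of 428 genes (7.48%) were at least 2-fold different with an adjusted p under 0.05, against 1905 of 18729 elsewhere (10.2%, odds ratio 0.714, Fisher's exact test, two-sided p = 0.0739). Differences between the seed lots that do not come from *RGL2*, and later effects of the block in germination, stay open, since the genotypes differ in these as well and neither was tested.

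Probes for ribosomal RNA, which the paper does not discuss, were among the most reduced in *ga1-3 rga-t2*. The lowest AT2G01010 probe had a log2 fold change of -5.24. Its signal was 4.14 and 4.97 on the *ga1-3 rga-t2 rgl2-1* arrays and -0.10 and -1.28 on the *ga1-3 rga-t2* arrays. Replicates of this probe thus varied more (SD 0.59 and 0.83) than the median residual standard deviation of 0.14. Over 10 tested probes for nuclear ribosomal RNA the median was -3.57, from -5.24 to -0.13, and over 6 probes for chloroplast ribosomal RNA it was -1.68, all 16 being lower. A technical explanation is weaker labelling of all RNA without a poly(A) tail in the *ga1-3 rga-t2* samples. It predicts lower values for protein-coding transcripts of chloroplasts and mitochondria. Their median over 119 probes was -0.48, with 92 probes lower and 27 at or below -1. This lies at the edge of the range set to argue against that explanation, above -0.5, while most probes went with it. A biological explanation is that more ribosomes are made in *ga1-3 rga-t2 rgl2-1* seeds, which germinate. The 196 genes of cytosolic ribosomal proteins went with it, with a mean of -0.47. The explanations cannot be told apart, because labelling and genotype lie together in the same samples and both predicted movements are small beside that of the ribosomal RNA.

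The ribosomal protein genes also stand out among families that the paper does not discuss, with a mean log2 fold change of -0.47 (camera adjusted p = 1.67e-07). Of these 149 were lower and 47 higher, and 32 were at least 2-fold lower with an adjusted p under 0.05, also adjusted over the list alone, while 0 were at least 2-fold higher. Additional file 1 lists none of them. The mean stayed between -0.55 and -0.38 under all alternatives. The family was significant by fry (adjusted p = 0.0453) and not with an estimated correlation (adjusted p = 0.489), over a range of 1.47e-18 to 0.489. The advance of *ga1-3 rga-t2 rgl2-1* seeds towards germination is consistent with a lower mean in *ga1-3 rga-t2*, but was not tested apart from the genotype.

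On chromosome 3, AK221330 was at least 78.5-fold higher in *ga1-3 rga-t2*. It is in Additional file 1 but is not discussed in the paper. It lies at the start of a stretch from 3479934 to 3482507, 2.66 Mb from *RGL2*, that was noticed after the values were seen. In the same stretch AT3G11110 was at least 4.90-fold higher as well, with a signal below background in *ga1-3 rga-t2 rgl2-1*, AT3G11120 was lower (-2.65) and an AT3G11130 probe fell from a mean signal of 3.94 in *ga1-3 rga-t2 rgl2-1* to -2.63 on the first *ga1-3 rga-t2* array and below background on the other. Other tested AT3G11130 probes, outside the stretch, had values of 0.23 and 0.32, and 10 probes within 20 kb lay between -0.94 and 0.17. A candidate explanation is a sequence or structural difference between the seed stocks at this place, with the value of 0.32 being what it predicts. An effect of RGL2 on AT3G11130 as a whole would have moved these other probes as well, but one confined to transcripts within the stretch predicts the same values outside it. The 2 cannot be told apart, because the files hold no sequence of the seed stocks and the stretch was picked for this pattern.

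On chromosome 1, AT1G67105 had a log2 fold change of 9.79, the largest among probes above background on all arrays. It is in Additional file 1 but is not discussed in the paper. A pair of EF183252 probes next to it, from 25061337 on, was at least 3.59-fold and at least 41.8-fold higher, with signals below background in *ga1-3 rga-t2 rgl2-1*. In contrast, 23 probes within 20 kb lay between -0.73 and 0.82, so that no neighbour was changed by 2-fold. A sequence or structural difference between the seed stocks and a change of this transcript alone are both consistent with the flank staying at or below 0.82. For the same reason as on chromosome 3, they cannot be told apart.

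The transposable element gene AT2G14843 was at least 35.1-fold higher in *ga1-3 rga-t2* and is not discussed in the paper. A general release of transposable elements is argued against, since of 113 tested probes for such genes 51 were higher and 62 lower, with 7 at least 2-fold higher and 8 at least 2-fold lower at an adjusted p under 0.05. Their median was -0.07. Whether AT2G14843 itself is expressed, or the probe reads a related sequence elsewhere, was not tested.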

How the results depend on the processing

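Chosen only after the result was seen were the normexp correction without high local backgrounds and the criterion of a mean difference of at least 2-fold with an unmoderated p, and all other alternatives were set before the data were examined.

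Quantile normalisation, median centring, the deposited log2 values and the stricter filter kept the counts that were run under them within a 1.5-fold change and every family on its side of the threshold. The tallies of Additional file 3 were run only with quantile normalisation and without a filter on dim probes. With quantile normalisation 8212 of the 8843 significant probes kept their call and direction, with median centring 8044, with the deposited log2 values 8843 and with the stricter filter 7993. Among named genes, *ACT2* changed sign to -0.021 with quantile normalisation and *CTS* to 0.050 with median centring. *SLY1* gave -0.25 at its other probe. In each case the cause was not tested. Trend and robust options made the transcription factor genes significant (0.14, adjusted p = 0.0477), and the cause was not tested.

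The normexp background correction left 1 probe significantly higher and 0 lower in *ga1-3 rga-t2*, with 4949 at an unadjusted p under 0.05. Under the study's criteria 342 probes were higher and 293 lower. Of the Additional file 1 probes, 522 kept the listed direction, 347 were at least 2-fold different, 304 had a p of 0.01 or less and 1 an adjusted p under 0.05. Of the named genes 28 lost significance, though only *GID1a* when high local backgrounds were replaced. The transcription factor genes became significant (0.27, adjusted p = 0.0412), and the auxin-responsive genes changed sign (0.21, adjusted p = 0.552), as did *RGL1* (0.13), *DAG1* (0.44) and *ACT2* (-0.26). The fitted background was -113 on the second *ga1-3 rga-t2* array, where 10 spots had a local background above 100, the highest being 3640. On the second *ga1-3 rga-t2 rgl2-1* array, with 2 such spots, it was 0.163. With such spots on every array set to the array's median the fitted backgrounds were 13.4 and 15.4, and 4681 probes were significantly higher and 3516 lower, 6729 of them with the reported call. High local backgrounds on these arrays taken together thus account for most of the loss of significant probes, and the share of each array was not tested. Under that correction the study's criteria still gave 409 and 443 probes, and 609 Additional file 1 probes kept the listed direction, with 337 at least 2-fold different. The auxin-responsive genes were then at -0.021. The transcription factor genes were at 0.17 (adjusted p = 0.0382), *DAG1* at 0.033 and *ACT2* at -0.18, and the cause of these was not tested.

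Without a filter on dim probes 43573 probes were tested, and 246 were significantly higher and 390 lower, 568 of them with the reported call, with 11986 at an unadjusted p under 0.05. An adjusted p under 0.05 was left for 395 Additional file 1 probes. In Additional file 3 it was left for 54 of the RGL2-UP loci, for 35 of those marked for dormant or *cts-1* seeds, 8 of the DELLA-dependent ones in seeds and 3 of the PIL5 targets. UDP-glucosyl transferase (0.33), heat shock (0.23), serine carboxypeptidase (-0.24), cell wall (-0.014) and expansin genes (-0.16) lost significance, and the seed storage genes changed sign (0.082). Of the named genes 10 lost significance. The cause was not tested.

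The unmoderated per-probe test has 2 degrees of freedom per probe. It left 0 probes significantly higher and 0 lower, and 0 Additional file 1 probes with an adjusted p under 0.05, against 7492 probes at an unadjusted p under 0.05. Under the study's criteria it gave 298 and 406 probes. With the mean over both arrays in place of each array, the counts were 319 and 425. The replicate numbers do not pair the samples, and deviations of arrays with the same number had a correlation of -0.28 across probes. With the number as a block, 2876 probes were significantly higher and 3296 lower.

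Leaving out each array in turn, with a lone array assumed to vary like the others, gave 1442 to 4302 significantly higher and 1697 to 4471 significantly lower probes. The lowest counts were without the second *ga1-3 rga-t2 rgl2-1* array, and without the second *ga1-3 rga-t2* array they were 2058 and 2676. Under the study's criteria 799 to 1716 probes were higher and 1050 to 2103 lower, the highest without the first *ga1-3 rga-t2* array. The transcription factor mean lay between 0.094 and 0.19, and was significant without the first *ga1-3 rga-t2 rgl2-1* array (adjusted p = 0.0238) or the first *ga1-3 rga-t2* array (adjusted p = 0.0316). The auxin-responsive mean lay between -0.64 and -0.47, and was significant without the second *ga1-3 rga-t2* array (adjusted p = 0.0382). *ACT2* lay between -0.0059 and 0.093 and changed sign without the second *ga1-3 rga-t2 rgl2-1* array. *CTS* lay between -0.060 and 0.0052 and changed sign without the first *ga1-3 rga-t2 rgl2-1* array. *RGL1* lay between -0.20 and 0.016 and changed sign without the second *ga1-3 rga-t2* array. Fewer samples lie behind all these values.

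By fry, glutathione transferase genes (0.24, adjusted p = 0.0196) and auxin-responsive genes (-0.55, adjusted p = 0.0158) became significant. With an estimated correlation, significance was lost (adjusted p = 0.489) by UDP-glucosyl transferase (0.37), heat shock (0.22), serine carboxypeptidase (-0.60), GDSL lipase and carboxylesterase (-0.65), cell wall (-0.53), expansin (-0.89), tubulin (-0.45) and ribosomal protein genes (-0.47). With the mean of all probes of a gene, peroxidase genes became significant (-0.31, adjusted p = 0.0412). The odds ratio of changed genes around *RGL2* was 0.744 within 2 Mb (Fisher's exact test, p = 0.0443). The cause was not tested. The planned promoter motif alternatives were not run. Probes at background give only bounds for a difference, and 202 probes have such a bound in the higher and 489 in the lower direction.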

Differences from the paper's values

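Chosen only after the result was seen were the normexp correction without high local backgrounds and the criterion of a mean difference with an unmoderated p, and all other settings named here were set before the data were examined.

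The paper gives 607 genes as regulated by RGL2, and 1894 genes passed the study's criteria with limma's p. For RGL2-UP the paper's number is 253 and that from the files is 808, and for RGL2-DOWN they are 355 and 1086. Of the alternatives set before the data were examined, those within 1.5-fold of the paper's numbers were the unmoderated per-probe test (644 genes, 276 higher and 368 lower) and the normexp background correction (559 genes, 307 higher and 252 lower). The former drops 40 and the latter 396 of the 617 probes in Additional file 1. The listed p lay within 10% of the unmoderated p for 610 of them. For 616, the listed log2 fold change lay within 0.01 of the value without normexp correction. This argues for the unmoderated p, and against that correction, as the main source of the paper's lower number. Numbers outside that range came from quantile normalisation, median centring, the deposited log2 values, no filter on dim probes, the stricter filter, the trend and robust options, the replicate block, leaving out any array, ratios within replicate numbers and the fold criterion alone. A mean difference of at least 2-fold with an unmoderated p of 0.01 or less, chosen after seeing the values, gave 296 and 387 genes and drops 5 of the 617 probes. The normexp correction without high local backgrounds, also chosen after seeing the values, gave 752 genes, 367 higher and 385 lower, and drops 326 of the 617 probes. Additional file 1 itself lists 254 RGL2-UP and 362 RGL2-DOWN genes. Additional file 3 marks 100 RGL2-UP and 181 RGL2-DOWN loci with an overlap, where the paper's text gives 89 and 177, which is less than 1.5-fold apart.

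For *PIL2* the paper's fold is 3.4, and the genotype means differed 5.20-fold. The paper's own Additional file 1 lists *PIL2* with a log2 fold change of 2.38, which the files gave as well. Within 1.5-fold of the paper's 3.4 were the normexp background correction (4.98) and the fit without the first *ga1-3 rga-t2* array (4.97). All other alternatives set before the data were examined lay outside, namely quantile normalisation, median centring, the deposited log2 values, no filter, the stricter filter, trend and robust options, the unmoderated test, the replicate block and leaving out any other array. These gave 5.10 to 5.48, so the 1.5-fold limit parts values that lie close together. None of the alternatives came near 3.4 or accounts for it.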

Other observations

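The pair of genes with probes changed in opposite directions was chosen only after the result was seen, and all other values in this part were planned. For each gene given as significantly different, both *ga1-3 rga-t2* arrays lay on the same side of both *ga1-3 rga-t2 rgl2-1* arrays.

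Among other DELLA genes, *RGL3* was lower in *ga1-3 rga-t2* (log2 fold change -0.79, adjusted p = 0.0114). Without a filter on dim probes its adjusted p was 0.0773, over a range of 0.00168 to 0.185. No significant difference was found for *RGA* (0.31, adjusted p = 0.223), *GAI* (-0.29, adjusted p = 0.167) or *RGL1* (-0.09, adjusted p = 0.619, with a change of sign to 0.13 under normexp background correction). *RGA* is mutated in both genotypes, yet its probe was well above background on all arrays, with a signal of 2.01 ± 0.32 (SD, n = 2) in *ga1-3 rga-t2* against 1.70 ± 0.04 (SD, n = 2), and the files do not give where it lies relative to *rga-t2*. Also mutated in both is *GA1*, whose probe was nevertheless higher in *ga1-3 rga-t2* (1.78, adjusted p = 0.00466). Where that probe lies relative to the *ga1-3* lesion is not given in the files. The *GA1* signal was low, at -2.94 ± 0.38 (SD, n = 2) against -4.72 ± 0.08 (SD, n = 2). Without a filter its adjusted p was 0.0567, over a range of 0.000765 to 0.237.

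*GID1a* was higher in *ga1-3 rga-t2* (0.55, adjusted p = 0.0358), but lost significance in 8 of 14 alternatives, with adjusted p from 0.0108 to 0.453. Among these were the fits without the second *ga1-3 rga-t2 rgl2-1* array (0.181), the first *ga1-3 rga-t2* array (0.0722) and the second *ga1-3 rga-t2* array (0.103). *GID1c* (-0.40, adjusted p = 0.0715) and *SLY1* (0.28, adjusted p = 0.133, and -0.25 at its other probe) were not significantly different. *GID1c* became so with trend and robust options (adjusted p = 0.0452, over a range of 0.0452 to 0.468).

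Of the light signalling genes, *PIF4* was lower in *ga1-3 rga-t2* (-1.27, adjusted p = 0.00752), without significance when dim probes were tested (0.0689, over a range of 0.000177 to 0.177). *PIF3* (-0.19, adjusted p = 0.267) and *SPT* (0.20, adjusted p = 0.333) were not significantly different. Neither were the Dof genes *DAG1* (-0.38, adjusted p = 0.112, and 0.44 under normexp background correction) and *DAG2* (0.51, adjusted p = 0.0731). *DAG2* became significant with median centring (adjusted p = 0.0474) and without the first *ga1-3 rga-t2 rgl2-1* array (adjusted p = 0.0464), over a range of 0.0464 to 0.368.

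*ABI5* was higher in *ga1-3 rga-t2* (0.59, adjusted p = 0.0327), and lost significance in 6 alternatives with adjusted p from 0.00682 to 0.238. These included the fits without the second *ga1-3 rga-t2 rgl2-1* array (0.161) and without the second *ga1-3 rga-t2* array (0.117). *ABI3* (0.35, adjusted p = 0.108) became significant with trend and robust options (adjusted p = 0.0456, over a range of 0.0456 to 0.808). *CTS* (-0.03, adjusted p = 0.878, and 0.05 with median centring) and *ARF1* (0.12, adjusted p = 0.493) did not differ significantly. *ACT2* (0.04, adjusted p = 0.81) changed sign to -0.26 under normexp background correction. At2g45900 was higher (1.84, adjusted p = 0.00208).

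The 28 tubulin genes, the family of the reference in the paper's quantitative PCR, had a mean log2 fold change of -0.45 (camera adjusted p = 0.00201), below 0 under all alternatives. Of these 20 were lower and 8 higher in *ga1-3 rga-t2*, and 5 were at least 2-fold lower at an adjusted p under 0.05, over all probes and adjusted over the list alone. The paper's text does not say which tubulin gene was used. Seed storage and late embryogenesis genes (70 genes, mean -0.11, adjusted p = 0.601, with a sign change to 0.10 under normexp background correction), core histone genes (32 genes, mean -0.07, adjusted p = 0.549, and 0.04 under the same correction) and photosystem genes (56 genes, mean -0.13, adjusted p = 0.198, and 0.07 under it) showed no significant difference. With high local backgrounds replaced before that correction, chosen after the data were seen, their means were 0.02, -0.02 and -0.07.

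Of 121 windows of 1 Mb over all chromosomes, 0 had a share of changed genes with an adjusted p under 0.05 by Fisher's exact test, and 7 had an unadjusted p under 0.05. The smallest adjusted p was 0.13. The test used 19157 genes with a position, and 384 genes had none.

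Of 5488 genes with several tested probes, 943 had a probe at least 2-fold different with an adjusted p under 0.05. All probes were so in the same direction for 224 of these genes. For 2 genes probes went in opposite directions, AT4G18640 (-1.38 and 1.66) and AT5G45490 (-1.17 and 1.21). No explanation for these was tested.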
